# Motor neurons are dispensable for the assembly of a sensorimotor circuit for gaze stabilization

**DOI:** 10.7554/eLife.96893

**Published:** 2024-11-20

**Authors:** Dena Goldblatt, Basak Rosti, Kyla Rose Hamling, Paige Leary, Harsh Panchal, Marlyn Li, Hannah Gelnaw, Stephanie Huang, Cheryl Quainoo, David Schoppik

**Keywords:** vestibular, development, sensorimotor, zebrafish, neural circuits, motor neurons, Zebrafish

## Abstract

Sensorimotor reflex circuits engage distinct neuronal subtypes, defined by precise connectivity, to transform sensation into compensatory behavior. Whether and how motor neuron populations specify the subtype fate and/or sensory connectivity of their pre-motor partners remains controversial. Here, we discovered that motor neurons are dispensable for proper connectivity in the vestibular reflex circuit that stabilizes gaze. We first measured activity following vestibular sensation in pre-motor projection neurons after constitutive loss of their extraocular motor neuron partners. We observed normal responses and topography indicative of unchanged functional connectivity between sensory neurons and projection neurons. Next, we show that projection neurons remain anatomically and molecularly poised to connect appropriately with their downstream partners. Lastly, we show that the transcriptional signatures that typify projection neurons develop independently of motor partners. Our findings comprehensively overturn a long-standing model: that connectivity in the circuit for gaze stabilization is retrogradely determined by motor partner-derived signals. By defining the contribution of motor neurons to specification of an archetypal sensorimotor circuit, our work speaks to comparable processes in the spinal cord and advances our understanding of principles of neural development.

## eLife digest

Some external stimuli, such as a painful touch or sudden head movements, can trigger automatic physical responses. These reactions are controlled by sensorimotor circuits which are comprised of three types of neurons. First, sensory neurons detect the external stimulus. They then pass the information to interneurons, which relay the signal to motor neurons that activate the muscles required to produce a prompt physical response.

Sensorimotor circuits form very early in life, but it remains unclear how the three types of neurons involved contribute to one another’s development. Previous research suggests that motor neurons send chemical signals ‘upstream’ to interneurons to help them mature. However, there is conflicting evidence both for and against this hypothesis.

To investigate this theory, Goldblatt et al. studied a sensorimotor circuit found in all vertebrates known as the gaze stabilization reflex. The sensory neurons in this circuit detect head movements and transmit this information, via interneurons, to the motor neurons that control muscles in the eye. This allows gaze to remain stable while the head moves.

Goldblatt et al. used a genetic tool to eliminate the motor neurons involved in the gaze stabilization reflex from zebrafish larvae. This prevented the motor neurons from sending chemical signals upstream to the interneurons and caused the zebrafish larvae to develop eyes that were permanently rotated outward.

However, further experiments revealed that the connections between sensory neurons and interneurons still developed normally despite the absence of motor neurons. The interneurons also expressed the appropriate set of genes for the stage of larval development tested. This suggests that interneurons involved in the gaze stabilization reflex can develop normally without chemical signals from motor neurons.

These findings are a major step towards understanding how sensorimotor circuits develop, and suggest that current models of this process may need to be revised. It remains to be seen whether other sensorimotor circuits can also develop without signals from downstream motor neurons. Gaining more detailed insights into how these circuits develop could also enhance our understanding of certain neurological conditions further down the line.

## Introduction

Developing sensorimotor reflex circuits must precisely connect functional subtypes of neurons to ensure appropriate behavior. For example, withdrawal from noxious stimuli requires maturation of a sensorimotor circuit that uses subtypes of spinal interneurons to transform noxious stimulation into activation of both ipsilateral flexor and contralateral extensor motor neurons (Sherrington, 1906). Work over the past 40 years has highlighted motor partner populations as possible orchestrators of connectivity in pre-motor reflex circuits (Matise and Lance-Jones, 1996; Glover, 2003; Arber, 2012; Dasen, 2017; Ladle et al., 2007; Wan et al., 2019), but controversy remains about the nature of their role. In the spinal cord, molecular perturbations of motor neuron identity have provided evidence both for (Machado et al., 2015, Hinckley et al., 2015, Vrieseling and Arber, 2006, Baek et al., 2017, Balaskas et al., 2019) and against (Wang and Scott, 2000, Sürmeli et al., 2011, Bikoff et al., 2016, Sweeney et al., 2018, Shin et al., 2020) an instructive role in establishing connectivity. Part of this controversy stems from the wide variety of inputs to spinal motor neurons (Kiehn, 2016), the molecular and functional heterogeneity of pre-motor interneurons (Bikoff et al., 2016, Sweeney et al., 2018), and their complex roles in gait and posture (Hunt, 1923). Further, transcription factors play multivariate and redundant roles in spinal motor neuron development (Sharma et al., 1998, Hutchinson and Eisen, 2006), such that the effects of molecular perturbations of identity can be masked.

The sensorimotor circuit for vertical gaze stabilization offers a simple framework to evaluate whether and how motor neurons shape pre-motor circuit fate and connectivity. The vertebrate vestibulo-ocular reflex circuit consists of three neuron types – peripheral sensory, central projection, and extraocular motor neurons – that stabilize gaze after head/body tilts (Figure 1A; Szentágothai, 1964). Subtype fate, anatomical connectivity, and function are inextricably linked: directionally-tuned sensory neurons innervate nose-up/nose-down subtypes of projection neurons, which in turn innervate specific motor neurons that selectively control either eyes-down or eyes-up muscles (Straka et al., 2001; Diaz et al., 2003; Glover, 2003; Bianco et al., 2012; Schoppik et al., 2017; Bagnall and Schoppik, 2018; Diaz and Puelles, 2019; Liu et al., 2022; Goldblatt et al., 2023). As both the recipients and origin of directional information, projection neuron fate specification is paramount to proper circuit assembly. Recent work has established the vertical vestibulo-ocular reflex circuit in zebrafish as a model to uncover determinants of fate and connectivity (Bianco et al., 2012, Schoppik et al., 2017, Bagnall and Schoppik, 2018, Goldblatt et al., 2023) given the ease of optical imaging, abundant tools for genetic perturbations, rapid development, and robust evolutionary conservation.

**Figure 1.**
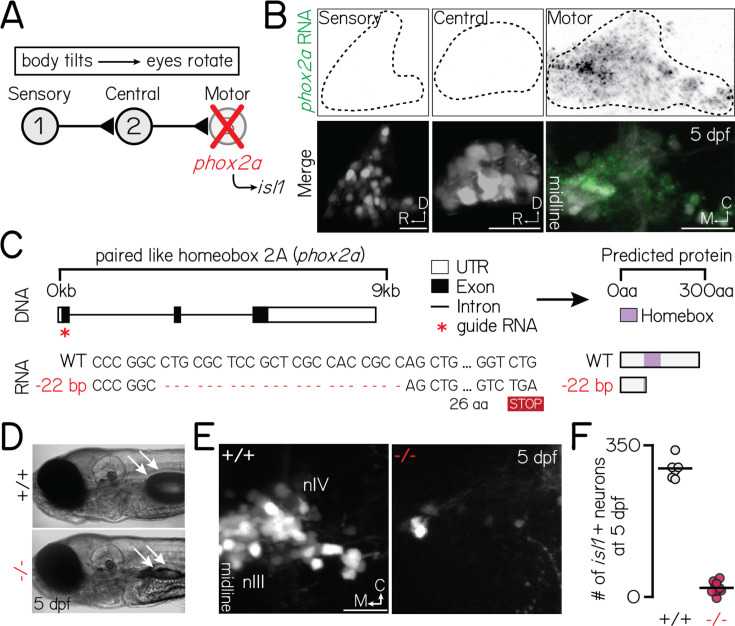
*phox2a* loss-of-function mutants fail to develop nIII/nIV motor neurons and vertical eye rotation behavior. Associated with Figure 1—figure supplement 2. (**A**) Schematic of vestibulo-ocular reflex circuitry and the genetic loss-of-function approach used to perturb motor-derived signals. (**B**) Fluorescent in situ hybridization showing *phox2a* transcript expression in statoacoustic ganglion sensory afferents (left), central projection neurons in the tangential nucleus (middle), or nIII/nIV extraocular motor neurons (right) at 5 days post-fertilization (dpf). Top: probe only, nuclei outlined with dashed lines. Bottom: probe (green) merged with somata, labeled by *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*) (sensory, central) or *Tg(isl1:GFP*) (motor). (**C**) Schematic of CRISPR/Cas9 mutagenesis approach. Top: Red star shows location of guides against *phox2a* DNA. Bottom: RNA sequence in wildtype and *phox2a^d22^* alleles. Red dashed lines show deleted sequence; ‘STOP’ box shows predicted premature stop codon due to deletion. Right shows predicted protein sequence. (**D**) Transmitted light image of a 5 dpf wildtype (top) and *phox2a* null mutant (bottom). White arrows point to a normally inflated (top) or absent (bottom) swim bladder. (**E**) Images of nIII/nIV motor neurons in one hemisphere, labeled by *Tg(isl1:GFP*), in wildtype siblings (left) and *phox2a* null mutants (right) at 5 dpf. Scale bar, 20 µm. (**F**) Quantification of the number of *Tg(isl1:GFP*)+neurons in nIII/nIV from N=6 wildtype siblings and N=10 *phox2a* null mutants.

**Figure 1—figure supplement 1.**
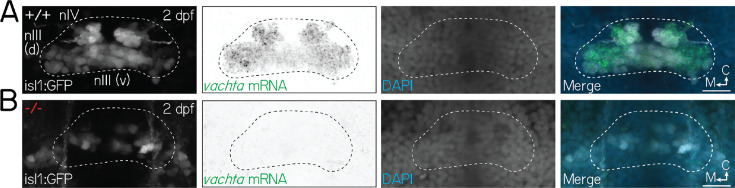
Extraocular motor neuron fate is perturbed in *phox2a* mutants. (**A**) Fluorescent in situ hybridization images of nIII/nIV motor neurons, labeled by *Tg(isl1:GFP*), in wildtype larvae at 2 dpf. Panels from left to right show: (1) *isl1*+ motor neurons, (2) mRNA for *vachta*, a marker for cholinergic motor neurons, (3) DAPI, and (4) merge. White dashed lines show the extent of nIII/nIV. (**B**) Loss of both *isl1* and *vachta* identity in nIII/nIV motor neurons in *phox2a* mutants at 2 dpf. All scale bars, 20 µm.

**Figure 1—figure supplement 2.**
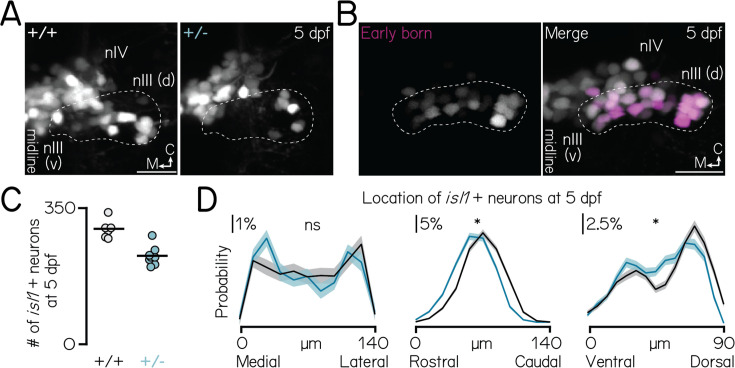
phox2a specifies nIII motor neuron fate in a dose- and birthdate-dependent manner. (**A**) Images of nIII/nIV motor neurons, labeled in *Tg(isl1:GFP*), in wildtype siblings (left) and *phox2a* heterozygotes (middle) at 5 dpf. Wildtype image same as in Figure 1E. One hemisphere shown. White dashed lines outline the dorsal extent of nIII, which contains inferior rectus and medial rectus neurons (Greaney et al., 2017). Scale bar, 20 µm. (**B**) Location of the earliest-born neurons in nIII/nIV (left, magenta) against all nIII/nIV neurons labeled in *Tg(isl1:Kaede*) (right, grey). Larvae birthdated at 34 hpf (Materials and methods). One hemisphere shown. White dashed lines outline the dorsal extent of nIII. Scale bar, 20 µm. (**C**) Quantification of the number of *Tg(isl1:GFP*)+ neurons in nIII/nIV from N=6 wildtype siblings (grey) and N=8 *phox2a* heterozygotes (teal). Wildtype data same as Figure 1F. (**D**) Distributions showing probability of nIII/nIV soma location across each spatial axis in wildtype (black) and heterozygous (teal) *phox2a* larvae. Solid and shaded lines show mean and standard deviation, respectively, from bootstrapped data. Data from same fish quantified in **C**. ns, not significant; star, significant at the p<0.001 level.

The current model for vestibulo-ocular reflex circuit development was motivated by pioneering work in chick (Glover, 2000, Glover, 2003) and formalized by Hans Straka: “[circuit assembly] is accomplished by a specification process that retrogradely transmits post-synaptic target identities to pre-synaptic neurons.” (Straka, 2010). In its strongest form, this ‘retrograde’ model posits a causal role for extraocular motor neurons in specifying the fate (sensory selectivity) of central projection neurons. This key prediction – that loss of motor neurons would disrupt sensory selectivity in pre-synaptic projection neurons – remains untested. In zebrafish, extraocular motor neurons are temporally poised for such a role. Motor neurons are organized into spatial pools, and though synaptogenesis at ocular muscle targets begins late in development (Clark et al., 2013), motor neuron fate (muscle target and pool location) is determined early (Greaney et al., 2017). Projection neurons are born at roughly the same time as motor neurons and extend axons shortly afterwards, poising them to receive deterministic signals that could retrogradely specify their sensory selectivity (Goldblatt et al., 2023).

Here, we adopted a loss-of-function approach to determine whether motor partner populations specify identity or instruct connectivity across an entire vestibular reflex circuit in zebrafish. We generated a new mutant allele for the *phox2a* gene to eliminate the extraocular motor neurons used for vertical gaze stabilization. Combining functional, anatomical, and sequencing approaches, we then demonstrated that motor neurons are dispensable for three aspects of pre-motor reflex circuit assembly: (i) directionally-appropriate connectivity between sensory and projection neurons, (ii) assembly of projection neurons with motor partners, and (iii) the transcriptional profiles of projection neurons. The current model of vestibulo-ocular reflex circuit development must therefore be revised: up/down projection neuron subtype fate cannot be retrogradely established by a motor partner-derived signal. Instead, the signals that specify fate must lie elsewhere. More broadly, our work argues against a deterministic role of motor neurons in specifying the fate and sensory connectivity of pre-motor circuit components.

## Results

### Constitutive loss of *phox2a* prevents extraocular motor neuron specification and impairs vertical gaze stabilization behavior

Extraocular motor neurons for vertical/torsional gaze stabilization are located in cranial nuclei III (nIII) and IV (nIV). To eliminate nIII/nIV motor neurons and by extension, any secreted signals, we used a genetic loss-of-function approach (Figure 1A). A single highly-conserved transcription factor, *phoxa*, specifies nIII/nIV fate (Guo et al., 1999; Coppola et al., 2005; Hasan et al., 2010; Nakano et al., 2001). In the vestibulo-ocular reflex circuit, *phox2a* is exclusively expressed in nIII/nIV motor neurons but not its upstream partners (Figure 1B). Therefore, *phox2a* is an ideal genetic target to eliminate motor-derived signals without compromising evaluations of upstream functional development.

Prior mutagenesis established a *phox2a* loss-of-function allele in zebrafish (Guo et al., 1999), but the line has since been lost. Here, we generated three new *phox2a* loss-of-function alleles using CRISPR/Cas9 mutagenesis (Figure 1C; one allele shown here; additional alleles described in Materials and methods). Consistent with prior reports and human mutations (Bosley et al., 2006), both eyes in *phox2a* null mutants were exotropic (rotated towards the ears) reflecting a loss of motor neurons in nIII/nIV. *phox2a* mutants failed to hatch from their chorions without manual intervention and did not inflate their swim bladders by 5 days post-fertilization (dpf; Figure 1D), phenotypes not previously reported (Guo et al., 1999). Consequently, null mutants do not survive past 7 dpf. We did not observe these morphological phenotypes in wildtype and heterozygous siblings (Figure 1D). As vestibulo-ocular reflex circuit architecture and behavior is established by 5 dpf (Bianco et al., 2012; Schoppik et al., 2017; Goldblatt et al., 2023), premature lethality did not preclude further measurements of circuit development.

To validate *phox2a* loss-of-function, we leveraged a downstream transcription factor: *isl1* (Varela-Echavarría et al., 1996). The *Tg(isl1:GFP*) line (Higashijima et al., 2000) labels all nIII/nIV motor neurons except inferior oblique neurons (Greaney et al., 2017), which comprise one of four pools for upwards eye rotations. We first quantified changes in the number of labeled nIII/nIV neurons (Figure 1E, F). In *phox2a* mutants, we observed an expected and near-total loss of *isl1* expression (WT: 298±19 neurons across both hemispheres; null: 19±11 neurons; Wilcoxon rank sum test, p=2.5 × 10^–4^) at 5 dpf, well-after nIII/nIV differentiation is complete (Greaney et al., 2017). As a secondary measure of nIII/nIV motor neuron fate, we performed fluorescent in situ hybridization against *vachta*, a marker of cholinergic motor neurons, when differentiation is complete at 2 dpf. Unlike sibling controls, nIII/nIV neurons in *phox2a* mutants failed to express *vachta*, validating that loss of *phox2a* perturbs at least two key transcriptional markers of nIII/nIV fate (Figure 1—figure supplement 1). Unexpectedly, we also observed slightly fewer neurons in *phox2a* heterozygotes (heterozygote: 229±20 neurons; Wilcoxon rank sum test against WT, p=6.7 × 10^–4^). In heterozygotes, loss of *isl1* fluorescence was restricted to the medial domain of dorsal nIII, which contains some of the earliest-born neurons in nIII/nIV (Figure 1—figure supplement 2A–C; Greaney et al., 2017). Globally, this manifested as a rostral and ventral shift in the positions of all neurons mapped (Figure 1—figure supplement 2D; two-sample, two-tailed KS test, WT vs. heterozygotes: mediolateral axis, p=0.13; rostrocaudal: p=4.0 × 10^–29^; dorsoventral: p=2.5 × 10^–9^). This region contains two motor pools that control the inferior (IR) and medial rectus (MR) muscles (Greaney et al., 2017). We conclude that *phox2a* acts in a dose- and birthdate-dependent manner to specify nIII motor pool fate.

Together, these observations validate our *phox2a* loss of function alleles as a selective means to disrupt nIII/nIV motor neuron fate specification and vertical eye rotation behavior.

### Peripheral-to-central circuit assembly does not require motor partners

Vertical gaze stabilization requires that (1) peripheral VIII^th^ nerve sensory afferents relay tilt sensation (nose-up/nose-down) directly to projection neurons in the tangential nucleus, and (2) projection neurons innervate appropriate nIII/nIV pools (eyes-up/eyes-down). For proper circuit function, appropriate connectivity must first develop across up/down circuit subtypes. The ‘retrograde’ model predicts that motor partners specify circuit assembly. Therefore, in the absence of motor neurons, projection neurons should fail to respond selectively to directional tilt sensations – either due to loss of their fate, the fate of upstream sensory afferents, or sensory-to-central connectivity.

To evaluate upstream circuit formation, we measured tilt-evoked responses in projection neurons using Tilt-In-Place Microscopy (TIPM) (Hamling et al., 2023; Figure 2A, B). Peripherally, tilts activate utricular VIII^th^ nerve sensory inputs to projection neurons (Hamling et al., 2023; Goldblatt et al., 2023). We used a galvanometer to deliver tonic nose-up and nose-down pitch tilts to *phox2a* null larvae and sibling controls. We then measured the activity of a calcium indicator, GCaMP6s (Chen et al., 2013), in projection neurons. We performed experiments at 5 dpf, when nearly all projection neurons are selective for one tilt direction (Goldblatt et al., 2023), circuit architecture is stable (Schoppik et al., 2017), and gaze stabilization behavior is directionally-appropriate (Bianco et al., 2012).

**Figure 2.**
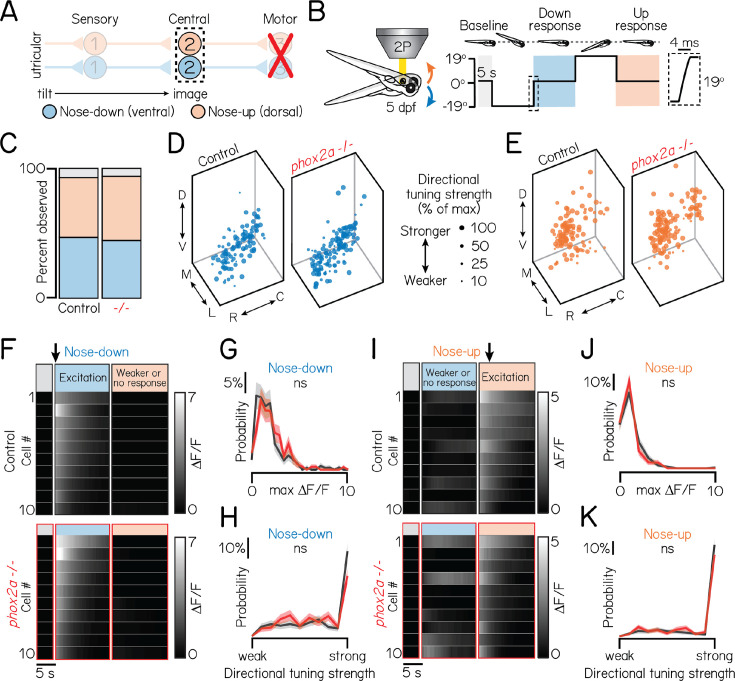
Motor neurons are dispensable for proper connectivity between utricular sensory afferents and projection neurons. Associated with Table 1. (**A**) Schematic of pitch vestibulo-ocular reflex circuitry. Dashed lines outline projection neurons as calcium imaging target. Nose-down/eyes-up channel represented with blue; orange, nose-up/eyes-down. (**B**) Schematic of tonic pitch-tilt stimulus delivered with Tilt-In-Place Microscopy (TIPM). Shaded regions show calcium imaging windows when fish were oriented horizontally immediately following tilts. Inset shows timecourse of the rapid step to restore horizontal position after tilts. Imaging experiments used larvae from the *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS:GCaMP6s*) line. (**C**) Proportion of subtypes observed in sibling controls and *phox2a* null mutants. Blue: nose-down. Orange: nose-up. Grey: Neurons without directional tuning (criteria in Materials and methods). (**D, E**) Soma position of nose-down (blue) and nose-up (orange) neurons in sibling controls (left) and *phox2a* null mutants (right). Soma size scaled by strength of directional selectivity (min = 0; max = 1; see Materials and methods). (**F/I**) Heatmaps showing example tilt responses from nose-down (**F**) or nose-up (**I**) neurons in sibling controls (top) and *phox2a* null mutants (bottom). n=10 neurons with strongest ΔF/F responses to tilts shown. Each row shows an individual neuron. Shaded bars show calcium imaging window immediately following restoration from eccentric position. Black arrow points to first second of tilt response used for analyses. (**G/J**) Distributions of maximum ΔF/F responses to tilts for nose-down (**G**) or nose-up (**J**) neurons in sibling controls (black) and *phox2a* null mutants (red). Solid and shaded lines show mean and standard deviation, respectively, of bootstrapped data (Materials and methods). (**H/K**) Distributions of directional tuning score to tilts for nose-down (**H**) or nose-up (**K**) neurons in sibling controls (black) and *phox2a* null mutants (red). Tuning score ranges from 0 (equal responses to both tilt directions, no tuning) to 1 (responses to one tilt direction only); criteria detailed in Materials and methods. Solid and shaded lines show mean and standard deviation, respectively, of bootstrapped data.

Projection neuron responses and topography were strikingly unchanged in *phox2a* mutants compared to controls. There was no change in the number of projection neurons observed across N=5 sibling controls and *phox2a* mutants (mean control number: 42 ± 4 neurons per hemisphere; mean in *phox2a* mutants: 39 ± 3 neurons; two-tailed Wilcoxon rank sum test, p=0.22). We next recorded the activity of n=297 neurons from N=16 *phox2a* mutants and n=440 neurons from N=21 sibling controls (Materials and methods and Table 1 split by genotype). We observed comparable ratios of projection neuron subtypes (sib: 46% nose-down, 47% nose-up, 7% untuned; *phox2a*: 49% nose-down, 44% nose-up, 7% untuned; Figure 2C). Next, we evaluated their topography (Figure 2D, E). Projection neurons are topographically organized along the dorso-ventral axis by their directional selectivity (Goldblatt et al., 2023). Global spatial separation between subtypes remained significant in *phox2a* mutants (one-way multivariate ANOVA, p=0.004). We also compared the topography of nose-up and nose-down neurons separately across *phox2a* genotypes (Materials and methods and Table 2 split by genotype). Nose-down neurons were comparably distributed between null and control larvae (one-way multivariate ANOVA, p=0.15). We observed a minor lateral shift to nose-up neurons in null mutants (median mediolateral position, sib: 15.2 µm from medial edge; *phox2a*, 13.2 µm; two-tailed, two-sample KS test, p=3.0 × 10^–4^) but no changes in other spatial axes (dorsoventral: p=0.16; rostrocaudal: p=0.56). The small medial deviation (2 µm across a 40 µm space) is within the limits of our registration error. We conclude that projection neuron topography is established independently of motor partners.

**Table 1.** Statistical comparisons of tilt responses across genotypes. WT (sampled) refers to an n=125 neuron subset, sampled with replacement from a reference dataset of wildtype projection neurons. Data shown is mean/standard deviation unless otherwise noted. p val generated from a one-way ANOVA with multiple comparisons. Associated with Figure 2 and Figure 3.

	WT (all)	WT (sampled)	phox2a+/+	phox2a+/-	phox2a-/-	p val
Tonic tilt stimuli						
n (neurons/fish)	255/10	125 /x	76/5	109/6	297/16	
% observed (nose-up/nose-down/untuned)	50/44/7	37/54/9	40/54/7	56/37/7	44/50/6	
ΔF/F, nose-up	1.28 ± 1.23	1.27 ± 1.19	1.09 ± 1.03	1.12 ± 0.90	1.02 ± 0.82	0.26
ΔF/F, nose-down	2.01±1.66	1.99 ± 1.69	1.38 ± 0.91	1.98 ± 1.61	2.07±1.48	0.16
directional tuning strength, nose-up	0.84 ± 0.28	0.83 ± 0.30	0.87 ± 0.26	0.81 ± 0.28	0.81 ± 0.29	0.70
directional tuning strength, nose-down	0.72 ± 0.30	0.72 ± 0.31	0.73 ± 0.31	0.77 ± 0.30	0.68 ± 0.29	0.54
Impulse stimuli						
n (neurons/fish)	255/10	125 /x	76/5	109/6	297/16	
% observed (responsive/unresponsive)	58/42	57/43	57/43	60/39	70/30	
ΔF/F	0.41 ± 0.46	0.33 ± 0.28	0.29 ± 0.29	0.22 ± 0.16	0.32 ± 0.28	1.0E-05
directional tuning strength	0.08 ± 0.36	0.10 ± 0.38	0.003 ± 0.41	0.07 ± 0.48	0.07 ± 0.41	0.64
Multiple comparisons	genotype		p val	Cohen’s d		
ΔF/F to impulses	WT to sampled		p=0.13	0.21		
	WT to +/+		p=0.04	0.27		
	WT to +/-		p=3.8E-06	0.48		
	WT to -/-		p=0.006	0.24		
	+/+to +/-		p=0.47	0.34		
	+/+to -/-		p=0.89	0.11		
	+/-to -/-		p=0.02	0.49		

**Table 2.** Statistical comparisons of projection neuron topography across genotypes. WT (sampled) refers to an n=125 neuron subset, sampled with replacement from a reference dataset of wildtype projection neurons. Data shown is the median/standard deviation distance from the ventro-lateral and rostral edges of the tangential nucleus (total size: 40 µm across each spatial axis). p val from one-way ANOVA (individual spatial axes) or multivariate ANOVA (global organization), respectively.

	WT (all)	WT (sampled)	phox2a+/+	phox2a+/-	phox2a-/-	p val
Tonic tilt stimuli						
*nose-down*						
n (cells/fish)	111/10	51 /x	41/5	40/6	147/16	
dorsoventral	20.0 ± 8.4	25.0 ± 8.4	15.0 ± 9.0	25.0 ± 8.7	20.0 ± 9.1	0.03
mediolateral	17.4 ± 6.0	17.6 ± 6.5	19.3 ± 6.6	15.3 ± 5.6	16.8 ± 6.6	0.15
rostrocaudal	16.8 ± 9.6	16.5 ± 9.6	19.5 ± 9.6	16.1 ± 10.4	18.2 ± 9.6	0.49
global organization						0.09
*nose-up*						
n (cells/fish)	111/10	51 /x	41/5	40/6	147/16	
dorsoventral	30.0 ± 10.3	25.0 ± 10.8	27.5 ± 10.9	25.0 ± 10.4	30.0 ± 10.5	0.67
mediolateral	14.9 ± 7.1	15.1 ± 5.9	16.7 ± 7.0	18.6 ± 9.8	13.2 ± 7.2	9.6E-06
rostrocaudal	16.1 ± 9.8	16.7 ± 10.4	12.5 ± 10.7	14.8 ± 10.4	14.8 ± 10.7	0.51
global organization						2.7E-07
Multiple comparisons	genotype		p val	Cohen’s d		
dorsoventral, nose-down	WT to sampled		0.86	0.17		
	WT to +/+		0.54	0.29		
	WT to +/-		0.96	0.13		
	WT to -/-		0.08	0.34		
	+/+to +/-		0.35	0.41		
	+/+to -/-		0.99	0.05		
	+/-to -/-		0.07	0.45		
mediolateral, nose-up	WT to sampled		0.91	0.03		
	WT to +/+		0.57	0.35		
	WT to +/-		0.006	0.57		
	WT to -/-		0.69	0.20		
	+/+to +/-		0.74	0.23		
	+/+to -/-		0.09	0.55		
	+/-to -/-		5.4E-06	0.74		
Impulse stimuli						
n (responsive)	148/10	138 /n	43/5	55/5	214/16	
dorsoventral	20.0 ± 9.8	20.0 ± 10.1	20.0 ± 10.7	20.0 ± 10.9	20.0 ± 10.3	0.57
mediolateral	19.0 ± 5.9	16.1 ± 6.8	16.7 ± 8.6	20.4 ± 7.2	19.8 ± 5.8	0.003
rostrocaudal	21.9 ± 9.9	17.3 ± 9.8	15.4 ± 9.1	13.0 ± 9.9	22.0 ± 9.5	2.9E-05
global organization						1.2E-0.9
Multiple comparisons	genotype		p val	Cohen’s d		
mediolateral, responsive	WT to sampled		0.99	0.002		
	WT to +/+		0.32	0.37		
	WT to +/-		9.82	0.17		
	WT to -/-		0.33	0.23		
	+/+to +/-		0.91	0.14		
	+/+to -/-		0.007	0.55		
	+/-to -/-		0.05	0.37		
rostrocaudal, responsive	WT to sampled		0.98	0.37		
	WT to +/+		0.12	0.29		
	WT to +/-		0.001	0.53		
	WT to -/-		0.07	0.10		
	+/+to +/-		0.90	0.72		
	+/+to -/-		0.95	0.33		
	+/-to -/-		0.23	0.21		

**Table 3.** Differentially expressed genes in projection neurons. Star indicates a gene was evaluated using fluorescent in situ hybridization. # symbol indicates a gene was also differentially expressed in adjacent *phox2a*-expressing medial vestibular neurons (see Figure 5—figure supplement 5). ”% of projection neurons with expression” refers to detection in a filtered subset of projection neurons from a single-cell reference atlas of neurons labeled in *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*) (Materials and methods, Figure 5—figure supplement 2). Genes sorted by p adjusted value. Data associated with Figure 5.

Gene	% of projection neurons with expression	Log_2_ fold change	p adjusted
Upregulated			
* # itga9	1.9	23.0	3.9E-06
*si:dkey-54n8.2*	1.3	9.6	0.007
*myof*	1.3	–8.3	0.010
*gbe1a*	1.9	7.0	0.01
*# dysf*	1.9	6.9	0.016
* # twf1b	2.5	5.9	0.024
*cers3a*	2.5	9.2	0.025
*asip2b*	1.3	8.7	0.032
*# pole*	1.3	7.3	0.041
*abtb2a*	3.1	4.7	0.041
* # p4hb	6.3	5.1	0.044
*postnb*	3.8	10.1	0.044
*fhdc3*	2.5	4.5	0.044
Downregulated			
*msmo1*	1.3	–8.3	8.4E-06
*rxfp2a	4.4	–8.5	1.1E-05
*si:ch73-204p21.2*	1.3	–9.9	2.2E-04
*tsta3*	0.0	–6.6	6.8E-04
* # satb1a	8.2	–3.0	0.001
*# polrmt*	1.9	–8.7	0.002
*# znf975*	1.3	–5.0	0.003
*# phldb1a*	3.1	–5.8	0.004
*asns*	2.5	–7.8	0.032
*nr1i2*	1.9	–5.5	0.039
Control			
*evx2*	36.4	0.46	0.99
*myt1la*	80.5	2.6	0.44

Projection neuron sensitivity and selectivity also developed comparably between *phox2a* mutants and siblings (Figure 2F–K). Projection neurons responded to tilt sensations with comparable magnitudes (Figure 2G–J) (nose-down mean ΔF/F, sib: 1.86±1.69; *phox2a*: 2.07±1.48; two-tailed Wilcoxon rank sum test, p=0.98; nose-up mean ΔF/F, sib: 1.24±1.23; *phox2a*: 1.02±0.89; p=0.18). Previously, we defined a metric to describe a neuron’s selectivity for one tilt direction (0=equal responses to up/down; 1=maximally selective) Goldblatt et al., 2023. Directional selectivity remained unchanged in *phox2a* mutants (Figure 2H–K) (nose-down mean index, sib: 0.73±0.29; *phox2a*: 0.68±0.29; two-tailed Wilcoxon rank sum test, p=0.85; nose-up mean index, sib: 0.85±0.26; *phox2a*: 0.81±0.29; p=0.12). Collectively, this demonstrates that the functional responses of projection neurons and, by inference, connectivity with utricular afferents are not shaped by motor partners.

Ventral projection neurons receive additional input from the semicircular canals (Goldblatt et al., 2023), which encode phasic (fast) tilt sensation. To activate sensory afferents from the semicircular canals, we used TIPM to deliver two impulses of angular rotation (Figure 3A, B ; Hamling et al., 2023; Goldblatt et al., 2023). We observed no changes in *phox2a* mutants (Table 1 and Table 2 for genotype splits). Projection neurons responded to impulses in comparable ratios (Figure 3E) (sib: 58% responsive; *phox2a*: 71% responsive). Responsive projection neurons remained localized to the ventral nucleus (dorsoventral axis: two-tailed, two-sample KS test, p=0.99). We observed minor positional changes in the rostrocaudal and mediolateral axes (Table 2), which are not topographically organized by impulse responsivity Goldblatt et al., 2023; this deviation is again within our margin of registration error. Lastly, the functional properties of projection neurons were unchanged (Figure 3F, G). We observed no change in calcium response magnitudes (Figure 3F) (mean ΔF/F, sib: 0.33±0.29; *phox2a*: 0.36±0.40; two-tailed Wilcoxon rank sum test, p=0.85) or lack of directional selectivity (Figure 3G) (mean index, sib: 0.07±0.41; *phox2a*: 0.06±0.40; p=0.39). Therefore, fate and connectivity between phasic sensory afferents and projection neurons must not require motor partners.

**Figure 3.**
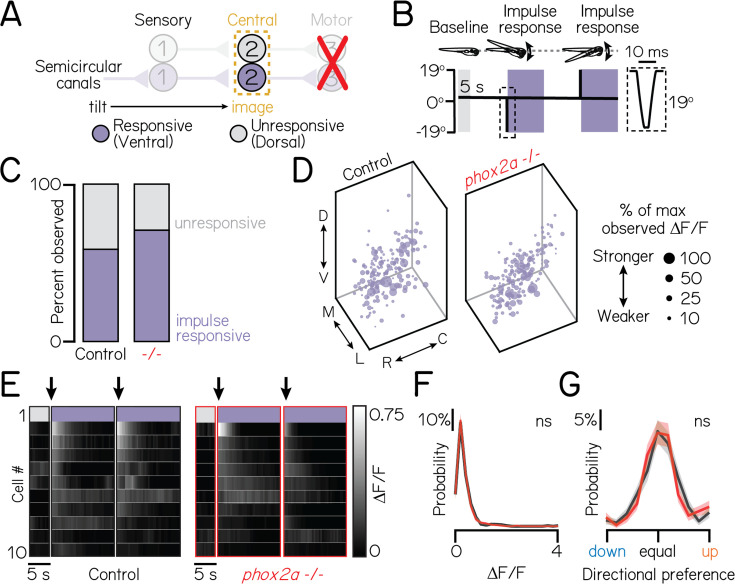
Motor neurons are dispensable for proper connectivity between semicircular canal sensory afferents and projection neurons. Associated with Table 1. (**A**) Schematic of impulse tilt experiments. Yellow dashed lines outline projection neurons as calcium imaging target. Impulse-responsive neurons (ventrally-localized) shown with purple; unresponsive neurons, grey. (**B**) Schematic of impulse stimuli delivered with TIPM. Shaded regions show calcium imaging windows at horizontal immediately following impulses. Inset shows timecourse of impulse stimulus. Imaging experiments used larvae from the *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS:GCaMP6s*) line. (**C**) Proportion of impulse-responsive (purple) and unresponsive (grey) neurons observed in sibling controls and *phox2a* null mutants. (**D**) Soma position of impulse-responsive neurons in sibling controls (left) and *phox2a* null mutants (right). Soma size scaled by strength of calcium response (ΔF/F), normalized by max observed ΔF/F. (**E**) Heatmaps showing example impulse responses from neurons in sibling controls (left) and *phox2a* null mutants (right). n=10 example neurons shown. Each row shows an individual neuron. Shaded bars show calcium imaging window immediately following impulse delivery. Black arrow points to first second of tilt response used for analyses. Note smaller scale (0–0.75) of impulse responses relative to Figure 2F and I. (**F**) Distributions of maximum ΔF/F responses to impulses in sibling controls (black) and *phox2a* null mutants (red). Solid and shaded lines show mean and standard deviation, respectively, from bootstrapped data. (**G**) Distributions of directional tuning score to impulses in sibling controls (black) and *phox2a* null mutants (red). Tuning score ranges from 0 (equal responses to both tilt directions, no tuning) to 1 (responses to one tilt direction only); criteria detailed in Materials and methods. Solid and shaded lines show mean and standard deviation, respectively, from bootstrapped data.

Lastly, we considered whether loss of one subtype of nIII/nIV neurons might alter connectivity. For example, loss of eyes-down motor pools could impair wiring between their corresponding nose-up sensory and projection neuron partners. Here, we leveraged *phox2a* heterozygotes, which lack a subtype of nIII neurons (IR/MR) that contribute to downwards eye rotations (Figure 1—figure supplement 2). We observed no differences in tonic tilt responses between *phox2a* wildtype, heterozygote, and null larvae, though we did note a minor decrease in response strength to impulses (statistics in Table 1). We note that *phox2a* heterozygotes do not lack all motor pools for downwards eye rotations. Nevertheless, we conclude that individual motor pools do not meaningfully contribute to connectivity between sensory and projection neurons.

Taken together, these experiments demonstrate intact directional selectivity for two peripheral sensory inputs – utricular and semicircular canal VIII^th^ nerve afferents – and appropriate connectivity with projection neurons. We conclude that functional sensory-to-central circuit formation is established independently of motor partners.

### Projection neurons remain competent to assemble with appropriate motor targets

Motor partners could secrete signals that initiate pre-motor axon outgrowth, target arriving axons to specific motor pools, or trigger synaptogenesis (Glover, 2003). Motor pool topography in nIII/nIV reflects ocular muscle targets: dorsal pools innervate downward-rotating muscles (superior oblique and inferior rectus), while ventral pools target the converse (eyes-up, superior rectus and inferior oblique; Evinger, 1988, Greaney et al., 2017). In turn, projection neuron somatic and axonal organization mirrors motor pool topography (Liu et al., 2022, Goldblatt et al., 2023), which could facilitate directionally-selective circuit assembly. We reasoned that projection neurons may fail to initiate axon outgrowth, target spatially-appropriate motor pools, and/or form synapses in *phox2a* mutants. To test this hypothesis, we measured changes in projection neuron anatomy at 5 dpf, when axonal arbors are established and stable (Schoppik et al., 2017).

To test whether projection neurons establish gross, long-range (hindbrain to midbrain) axonal outgrowths, we performed optical retrograde labeling (Pujala and Koyama, 2019) using a photolabile protein, Kaede. We targeted the medial longitudinal fasciculus at the midbrain-hindbrain boundary, which contains projection neuron axons (Schoppik et al., 2017, Goldblatt et al., 2023; Figure 4A). In both *phox2a* mutants and sibling controls, we observed retrograde photolabeling of projection neuron soma (Figure 4B), supporting that initial axon outgrowth does not require motor partner-derived signals.

**Figure 4.**
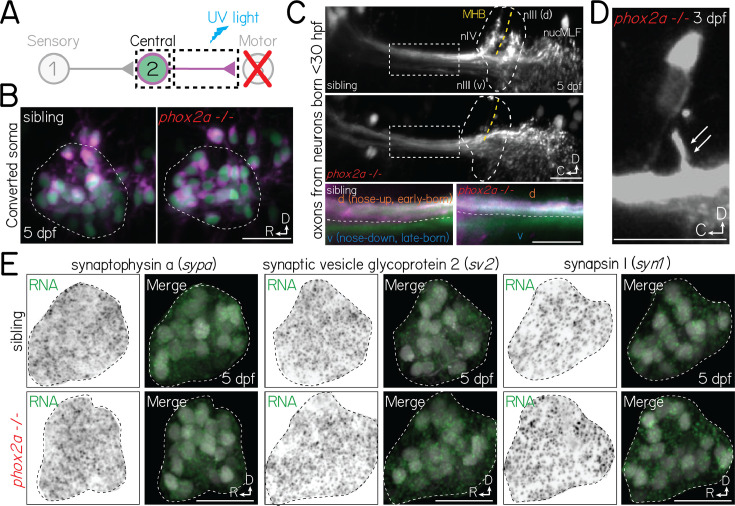
Projection neurons are anatomically and molecularly poised to assemble with motor neuron partners in *phox2a* mutants. (**A**) Schematic of retrograde photofill experiments. Projection neuron axons expressing the photolabile protein Kaede are targeted at the midbrain-hindbrain boundary with ultraviolet light. Converted protein (magenta) retrogradely diffuses to the soma, while the unconverted nucleus remains green. (**B**) Projection neuron somata in sibling controls (left) and *phox2a* null mutants (right) after retrograde photolabeling. Experiments performed at 5 dpf. Neurons visualized in *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS:E1b-Kaede*). (**C**) Top two panels: Projection neuron axons at the hindbrain (inset) and midbrain-hindbrain boundary in sibling controls (top) and *phox2a* null mutants (bottom). Axons visualized using *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS:E1b-Kaede*). White dashed outline (circle) shows arborization fields in nIII/nIV. Dashed box over axons shows location of two bottom panels. MHB and yellow dashed line, midbrain-hindbrain boundary. nucMLF: nucleus of the longitudinal fasciculus. Bottom two panels: Zoom of axons (dashed rectangle above). Spatial segregation between early-born (magenta +green) and late-born (green only) axons. White dashed line reflects separation between dorsal (nose-up, early-born) and ventral (nose-down, late-born) axon bundles. Image at 5 dpf in sagittal view. (**D**) Projection neuron axon bundle in a *phox2a* null mutant at 3 dpf. White arrows point to single collateral to two nIII/nIV neurons that were not eliminated following *phox2a* knockout. (**E**) Fluorescent in situ hybridization against RNA for three pre-synaptic markers: synaptophysin a (*sypa*; left), synaptic vesicle glycoprotein 2 (*sv2*, middle), and synapsin I (*syn1*, right). Top row, sibling controls. Bottom row, *phox2a* null mutants. For each panel set, left images show in situ probe expression (green) and right images show merge with projection neurons labeled in *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS:E1b-Kaede*). Dashed lines outline the projection nucleus. Cell and transcript expression outside the projection nucleus is removed for visual clarity. Images taken at 5 dpf in sagittal mount. All scale bars, 20 µm.

Next, we evaluated whether projection neuron axons remain capable of wiring with spatially-appropriate motor partners. Projection neuron axons segregate along the dorsal (nose-up) and ventral (nose-down) axes according to their birth order (early/late born, respectively; Liu et al., 2022, Goldblatt et al., 2023) and the pool topography of their motor targets (Greaney et al., 2017). To test whether projection neurons retain this topography, we optically labeled the axons of early-born (before 30 hpf) projection neurons (Goldblatt et al., 2023). In *phox2a* mutants, axons remained dorsoventrally segregated at midbrain targets (Figure 4C, inset). Typically, projection neurons robustly collateralize to nIII/nIV targets at the midbrain-hindbrain boundary. We did not observe collaterals to nIII/nIV in *phox2a* mutants (Figure 4C). However, projection neurons still robustly arborized to more rostral, spinal-projecting targets in the nucleus of the medial longitudinal fasciculus, suggesting they retain the machinery necessary to collateralize. Consistent with this hypothesis, we observed that projection neurons formed occasional, small collaterals in *phox2a* mutants with few (1–5%) nIII/nIV neurons remaining (Figure 4D). We conclude that projection neurons remain competent to assemble with spatially-appropriate targets.

If motor neurons are required to initiate synaptogenesis, then projection neurons should fail to develop pre-synaptic machinery. To test this hypothesis, we performed fluorescent in situ hybridization against common pre-synaptic transcripts: synaptophysin a (*sypa*), synaptic vesicle glycoprotein (*sv2*), and synapsin I (*syn1*). In both *phox2a* mutants and controls, we observed robust transcript expression in projection neuron somata at 5 dpf (Figure 4E), well-after synaptogenesis onset in wildtype larvae (Goldblatt et al., 2023). Motor partner-derived signals are thus not required for projection neurons to develop the necessary components for synaptogenesis.

Although motor neurons may play later roles in selecting and/or refining pre-motor input specificity, our data supports that projection neurons remain anatomically and molecularly poised to assemble with appropriate targets. We predict that absent collaterals and synapses reflect a lack of adhesive contact necessary to stabilize (Dalva et al., 2007, Moreland and Poulain, 2022), but not instruct the formation of nascent structures.

### The transcriptional profiles of projection neurons are intact in the absence of motor partners

We found that functional and anatomical connectivity, from peripheral sensors to motor targets, develop independently of motor partners. Fate in the vestibulo-ocular reflex circuit follows from connectivity (Szentágothai, 1964), but neuronal fate can also be defined with respect to unique transcriptional signatures. Previously, we developed a sequencing pipeline to discover transcription factors that specify functional subtypes of spinal motor neurons and evaluate the consequences of perturbations on transcriptional fate (D’Elia et al., 2023). We adapted this approach to determine if loss of motor-derived signals changed the transcriptional profiles of projection neurons.

We compared the transcriptional profiles of projection neurons in *phox2a* mutants and sibling controls (Figure 5A) using bulk RNA sequencing. Sibling controls included both wildtype and heterozygous *phox2a* larvae (Figure 1—figure supplement 2). We performed sequencing experiments at 72 hr post-fertilization (hpf), after projection neuron differentiation is complete and synaptogenesis to motor targets has peaked (Goldblatt et al., 2023). 

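Sorted neurons of *phox2a* null larvae and of their siblings, collected between 72 and 74 hpf in 4 experimental repeats, gave 1 bulk library per genotype and repeat. The authors deposited the number of reads counted on each of 28802 genes in each library, without normalization, after alignment to GRCz11. The deposited libraries carry the code of their run and not the paper's repeat number, so the repeats are lettered A to D in the order of those codes. Repeats A to C were taken as the 3 repeats that the paper analyzed. When repeat D was left out, DESeq2 returned 30 of 34 log2 fold changes of Tables 3 and 6 within rounding, against 0 to 4 of 34 when no repeat or another repeat was left out. Reads assigned to genes in repeats A to C ranged from 18657956 to 19968857 per sibling library (median 19186250) and from 9579375 to 16992689 per null library (median 15156983). A count of 0 allows up to 3 reads, which is 0.150 to 0.313 counts-per-million (CPM) of gene reads across these 6 libraries, a limit that covers counting error only. The null library of repeat C had reads on 11087 genes, against 16675 to 18409 genes in the other 5 libraries.
Genotypes were compared over repeats A to C with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 14824 genes with enough reads. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 2, the paper's thresholds. DESeq2, the paper's tool, was run on the same 6 libraries as an alternative.
On *phox2a* itself, 9355, 9465 and 4151 reads were counted in the sibling libraries of repeats A, B and C, and 1125, 2811 and 1015 reads in the null libraries. Its level was 395 ± 150 CPM (SD, n = 3 libraries) in siblings and 119 ± 60.7 CPM (SD, n = 3) in null larvae, lower in the null library of 3 of 3 repeats. After TMM normalization the levels were 336 ± 118 and 144 ± 75.5 CPM, lower in the null library of 2 of 3 repeats, with a log2 fold change of -1.22 (standard error 0.62, adjusted p = 1.00 by edgeR). In repeat D, 10228 reads of *phox2a* were counted in siblings and 6 in null larvae. These libraries had 15865368 and 735217 gene reads. After TMM normalization over all 8 libraries, the levels were 380 CPM in siblings and 110 CPM in null larvae, the latter from 6 reads. Counts per gene do not separate the transcript of a null allele from that of a functional allele.

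**Figure D1:**
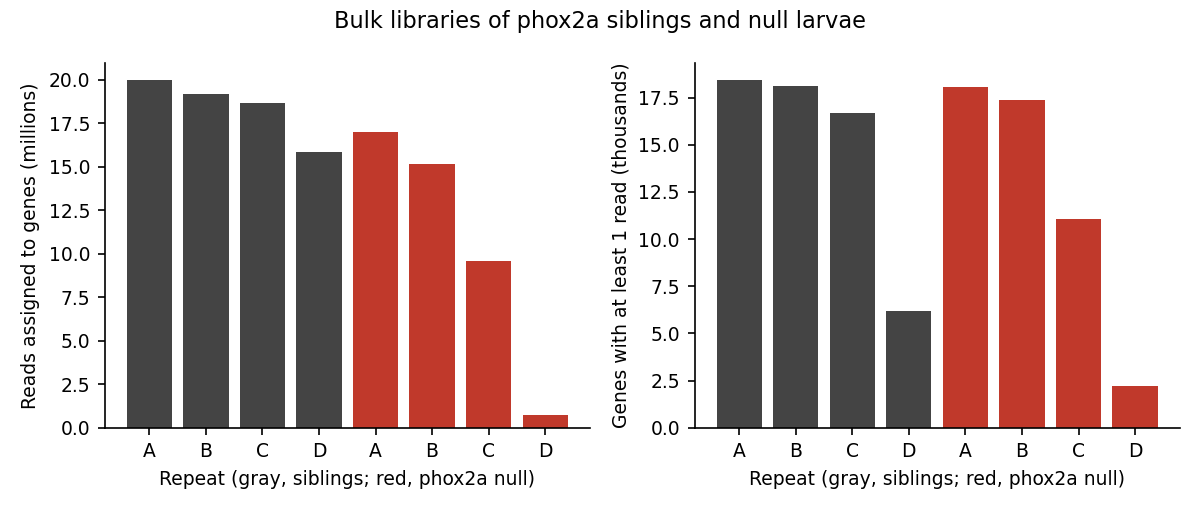
Reads assigned to genes (left) and genes with at least 1 read (right) in each bulk library of repeats A to D, with siblings in gray and *phox2a* null larvae in red. The null library of repeat D had 735217 reads on 2214 genes and the sibling library of repeat D had 15865368 reads on 6211 genes.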

We sequenced projection neurons labeled by *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede)* (Scott et al., 2007; Lacoste et al., 2015; Bianco et al., 2012; Schoppik et al., 2017; Materials and methods, Figure 5B, Figure 5—figure supplement 1). Neurons labeled in this line include, but are not exclusive to the projection neurons in the tangential nucleus used for vertical gaze stabilization. Therefore, we evaluated our bulk RNA sequencing dataset in the context of a single-cell reference atlas derived from the same transgenic line (Materials and methods, Figure 5—figure supplement 2) to minimize noise from other labeled populations. We used *evx2* (Sugioka et al., 2023) as a reference, as it was expressed in all projection neurons (Figure 5—figure supplement 2) and highly detected (36%) in singly-profiled projection neurons.

**Figure 5.**
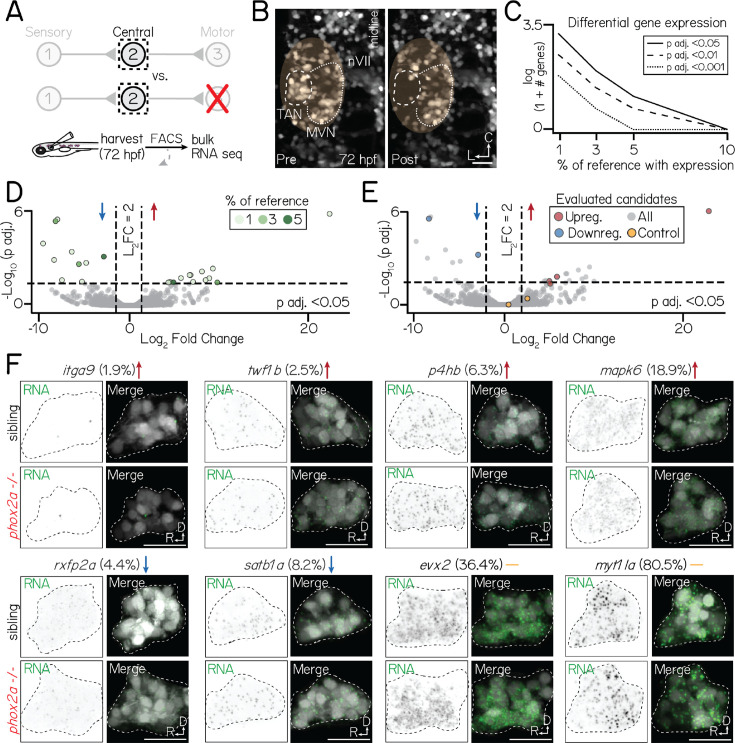
Motor neurons are dispensable for normal transcriptional profiles of projection neurons. Associated with Figure 5—figure supplement 1, Figure 5—figure supplement 4, Table 3. (**A**) Schematic of sequencing approach. Central projection neurons (*Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS:E1b-Kaede*)) are harvested from 3 dpf larvae. Flow cytometry is used to exclude neurons not labelled by *Tg(–6.7Tru.Hcrtr2:GAL4-VP16*). Bulk RNA sequencing is performed to compare the profiles of projection neurons in siblings and *phox2a* null mutants. (**B**) Example of projection neurons before (left) and after (right) harvesting. Neurons visualized with *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS:E1b-Kaede*). Dashed lines outline projection neurons in the tangential nucleus; dotted lines, medial vestibular nucleus. Yellow region shows margin of harvesting error: non-projection neurons that may be included in bulk sequencing dataset. (**C**) Number of differentially expressed genes in projection neurons at 3 dpf after applying progressive filters based on gene expression in a reference single-cell dataset. Data shown on logarithmic scale. Solid, dashed, and dotted lines represent differentially-expressed gene with p adjusted<0.5, p adjusted<0.01, or p adjusted<0.001 significance, respectively. (**D**) Volcano plot showing differentially expressed genes in projection neurons between control and *phox2a* null larvae at 3 dpf. Dashed lines represent significance cutoffs: horizontal line, p >0.05; vertical line, Log_2_ Fold Change >2.0. Each circle is a gene. Genes to the left and right of 0 on the horizontal axis show downregulated and upregulated genes, respectively. Colors indicate percent of reference cells that express a given gene. Grey-colored genes are below both significance thresholds. (**E**) Same data as Figure 5D. Colored genes show eight candidates evaluated with fluorescent in situ hybridization: red, upregulated; blue, downregulated; yellow, highly-expressed controls (*evx2)*. (**F**) Fluorescent in situ hybridization against candidate genes that met projection neuron filter criteria. Top row shows sibling controls; bottom row, *phox2a* null mutants. For each gene, left panels show RNA probe (green) and right panels show merge with projection neurons labeled by *Tg(–6.7Tru.Hcrtr2:GAL4-VP16*) (grey). Dashed lines outline the projection nucleus. Cell and transcript expression outside the projection nucleus is masked for visual clarity. Arrows denote whether genes are upregulated (red), downregulated (blue), or not significantly changed (yellow). Percentage refers to fraction of cells in a single-cell RNA sequencing reference atlas (Materials and methods) with detected transcript. Candidates: *itga9* (log_2_ fold change = 23.0, p adj.=3.9 × 10^–6^), *twf1b* (log_2_ fold change = 5.9, p adj.=0.024), *p4hb* (log_2_ fold change = 5.1, p adj.=0.04), *mapk6* (log_2_ fold change = 5.1, p adj.=0.06), *rxfp2a* (log_2_ fold change = −8.5, p adj.=1.1 × 10^–5^), *satb1a* (log_2_ fold change = −3.0, p adj.=0.001), *evx2* (log_2_ fold change = 0.46, p adj.=0.99), *myt1la* (log_2_ fold change = 2.6, p adj.=0.44). All scale bars, 20 µm.

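In the bulk libraries of repeats A to C, the null level of the 4 upregulated candidates lay mostly in the null library of repeat C. All 47 reads of *itga9* were in that library, so that the gene was too sparse for the edgeR test, and DESeq2 gave it a log2 fold change of 22.25 (adjusted p = 1.2e-05). The same library held 91.6% of the normalized null level of *twf1b*, 91.1% of that of *p4hb* and 86.9% of that of *mapk6*. TMM-normalized levels of *twf1b* were 3.23 ± 2.32 CPM (SD, n = 3 libraries) in siblings and 152 ± 231 CPM in null larvae, with an edgeR log2 fold change of 5.56 (standard error 1.67, adjusted p = 1.00). Levels of *p4hb* were 4.14 ± 1.50 CPM in siblings and 108 ± 162 CPM in null larvae, with a log2 fold change of 4.70 (standard error 1.42, adjusted p = 1.00). *mapk6* had 2.67 ± 2.00 CPM in siblings and 73.7 ± 103 CPM in null larvae, with a log2 fold change of 4.79 (standard error 1.59, adjusted p = 1.00). Without the null library of repeat C, these log2 fold changes were 2.56 for *twf1b*, 1.79 for *p4hb* and 2.44 for *mapk6*.
The downregulated candidates were lower in the null library of 3 of 3 repeats. *rxfp2a* had 11.9 ± 4.20 CPM in siblings and 1 read over the 3 null libraries, which made it at least 38.0-fold lower in null larvae. *satb1a* had 27.9 ± 1.19 CPM in siblings and 3.28 ± 0.729 CPM in null larvae, with a log2 fold change of -3.09 (standard error 0.96, adjusted p = 1.00 by edgeR) that stayed between -3.23 and -2.93 with each library left out in turn. The 3 libraries of one genotype lay apart from the 3 of the other for *satb1a*, *rxfp2a* and *p4hb* (two-sided exact permutation test on log2 levels, p = 0.1, the smallest p that 3 libraries against 3 allow). DESeq2 called *itga9*, *twf1b*, *p4hb*, *rxfp2a* and *satb1a*. With the repeat as a block, DESeq2 still called *rxfp2a* but no longer called *itga9*, *twf1b* (adjusted p = 0.074), *p4hb* (adjusted p = 0.33) or *satb1a* (adjusted p = 0.20), and it called *mapk6* (adjusted p = 0.044). Of the 6 fits that left out 1 library, DESeq2 called *itga9* in 0, *p4hb* in 2, *satb1a* in 2, *twf1b* in 3 and *rxfp2a* in 6.
Of the highly detected genes, *evx2* had 337 ± 43.0 CPM in siblings and 421 ± 24.7 CPM in null larvae after TMM normalization, with a log2 fold change of 0.32 (standard error 0.43, adjusted p = 1.00 by edgeR). Scaled to gene reads alone, *evx2* had 393 ± 61.4 CPM in siblings and 383 ± 145 CPM in null larvae, so its direction depended on the scaling, although every null library lay above every sibling library after TMM normalization. *myt1la* had 53.8 ± 15.1 CPM in siblings and 261 ± 297 CPM in null larvae, with a log2 fold change of 2.28 that fell to 0.75 without the null library of repeat C. In repeat D, no reads of *itga9*, *twf1b*, *rxfp2a* or *satb1a* were counted in either genotype.

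**Figure D2:**
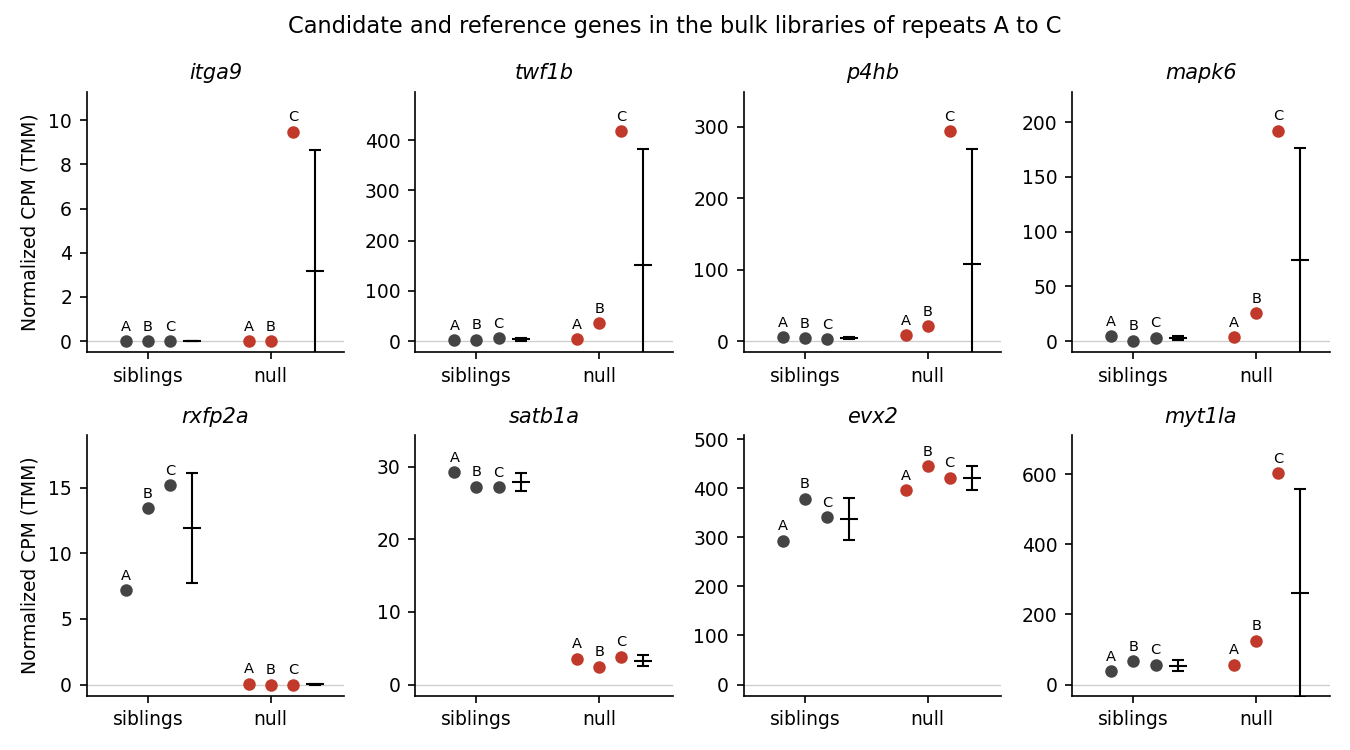
TMM-normalized CPM (linear axis) of the 6 candidate and 2 reference genes in each sibling (gray) and *phox2a* null (red) library of repeats A, B and C, with the mean and SD of the 3 libraries in black (cut off near 0 where the SD reaches lower). The null library of repeat C lies far above the rest for *itga9*, *twf1b*, *p4hb*, *mapk6* and *myt1la*, and the 3 null libraries lie under the 3 sibling libraries for *rxfp2a* and *satb1a*.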

**Figure 5—figure supplement 1.**
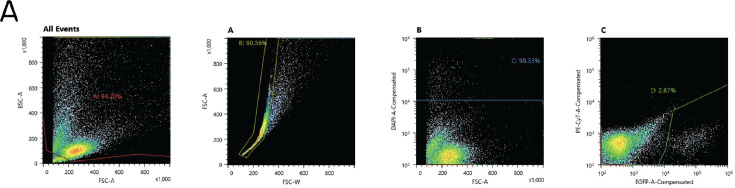
Flow cytometry gating strategy to sort fluorescently-labeled neurons for bulk RNA sequencing. (**A**) Sequential gates used to sort fluorescent neurons labeled with *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede);Tg(isl1:GFP*). Gate A excluded presumptive debris (small cells). Gate B isolated single cells and excluded large cells and doublets. Gate C excluded DAPI+ (dead or unhealthy) neurons. Gate D isolated fluorescent (GFP or Kaede+) neurons; neurons in this gate were sorted. Gates were set using negative controls (not shown; Materials and methods). Gates shown for one of four experimental repeats.

**Figure 5—figure supplement 2.**
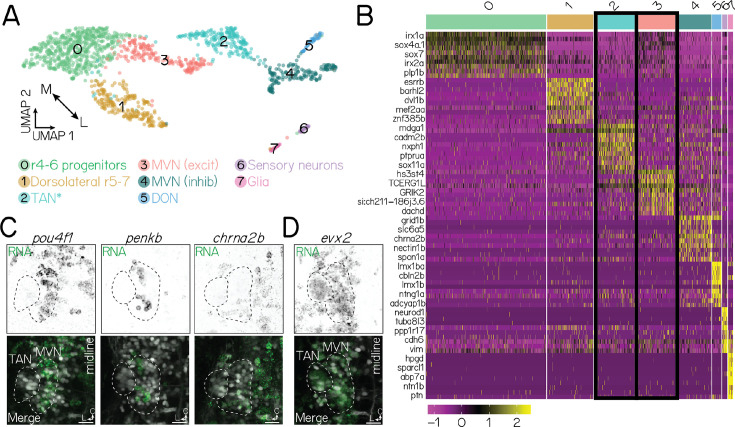
Molecular identification of projection neurons using a reference single-cell RNA sequencing atlas. (**A**) UMAP visualization of a single-cell RNA sequencing atlas of n=1,468 neurons labeled in *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*), generated with 10 x Genomics (Materials and methods). Each circle is a single neuron. Neurons are clustered (colors) according to their transcriptional identity. Annotations are based on validated marker genes (data not shown). TAN, tangential nucleus; MVN, medial vestibular nucleus; r, rhombomere; DON, dorsal octavolateral nucleus. Note: Cluster 2 is broadly inclusive of lateral, excitatory vestibular projection neurons near the ventral base of the otic capsule. It includes, but is not exclusive to, the tangential nucleus. (**B**) Heatmap showing genes unique to each annotated cluster. Each row is a gene; names unlisted for clarity. Columns show distinct clusters. Color bar on top reflects clusters in **A**. Yellow and purple reflect stronger or weaker gene expression, respectively. Black outlines show two populations of interest: tangential nucleus neurons and medial vestibular nucleus neurons. (**C**) Fluorescent in situ hybridization against three markers (*pou4f1, penkb, chrna2b*) that are negative for tangential nucleus projection neurons and positive for medial vestibular nucleus neurons. Top row shows RNA expression (green); bottom row, merge with neurons labeled in *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*). Dashed lines outline the tangential nucleus (TAN) and medial vestibular nucleus (MVN). Data from 72 hpf larvae. Images shown in an axial view. (**D**) Fluorescent in situ hybridization against a positive marker (*evx2*) for both tangential nucleus and medial vestibular nucleus neurons. All scale bars, 20 µm.

**Figure 5—figure supplement 3.**
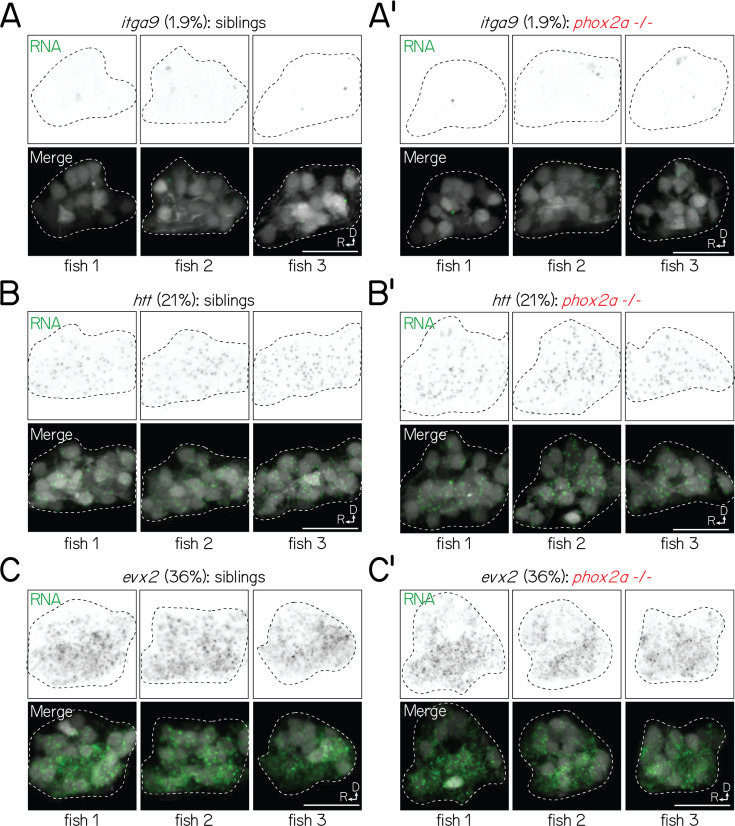
Visualization of transcripts in siblings and *phox2a* null mutants with fluorescent in situ hybridization is (1) consistent across larvae and (2) scales with predicted detection in projection neurons. (**A-A’**) Fluorescent in situ hybridization against *itga9* for three sibling (**A**) or *phox2a* null mutant (**A’**) larvae (72 hpf), imaged with identical conditions. Left column shows RNA (green); right column, merge with projection neurons visualized with *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*) (grey). Dashed lines outline the projection nucleus. Cell and transcript expression outside the projection nucleus is removed for visual clarity. Percentage (1.9%) refers to fraction of cells in a single-cell RNA sequencing reference atlas (Materials and methods) with detected transcript. All scale bars, 20 µm. (**B-B’**) Fluorescent in situ hybridization against *htt* for three sibling (**B**) and *phox2a* mutant (**B’**) larvae (72 hpf). (**C-C’**) Fluorescent in situ hybridization against *evx2* for three sibling (**C**) and *phox2a* mutant (**C’**) larvae (72 hpf).

**Figure 5—figure supplement 4.**
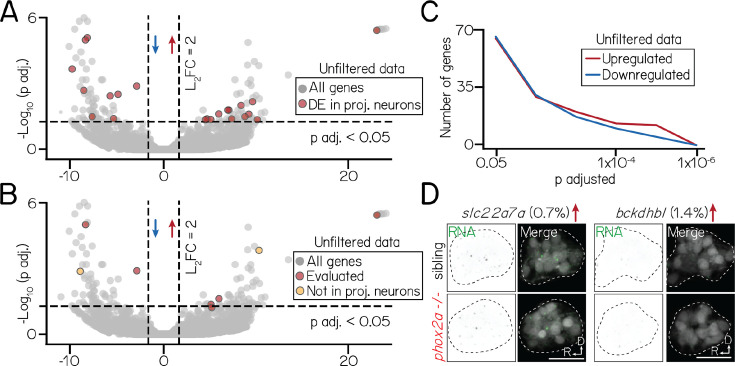
Differential gene expression in an unfiltered bulk sequencing dataset of siblings and *phox2a* mutants. (**A**) Volcano plot showing differentially expressed genes across an unfiltered bulk RNA sequencing dataset. Dashed lines represent significance cutoffs: horizontal line, p adjusted>0.05; vertical line, Log_2_ Fold Change >2.0. Each circle is a gene. Genes to the left and right of 0 on the horizontal axis show downregulated and upregulated genes, respectively. Red color shows genes that are differentially expressed in a filtered subset of projection neurons (Figure 5). Grey-colored genes are below both significance thresholds. (**B**) Same data as **A**, now highlighting candidate genes evaluated by fluorescent in situ (Figure 5) with red. Two candidates (yellow) that did not meet projection neuron filter criteria (Materials and methods) are shown in **D**; remaining candidates (included in filtered data) shown in Figure 5F. (**C**) Same data as **A-B**, showing the number of differentially expressed genes at progressive significance thresholds (p adjusted). Red and blue lines show the number of significantly upregulated and downregulated genes, respectively. (**D**) Fluorescent in situ hybridization against two differentially expressed genes, *slc22a7a* (log_2_ fold change = 10.2, p adj.=1.6 × 10^–4^) and *bckdhbl* (log_2_ fold change = −9.1, p adj.=0.001), that did not meet projection neuron filter criteria. Percentage refers to fraction of all singly-profiled hindbrain vestibular neurons with expression (Materials and methods). Left columns show RNA (green); right columns, merge with projection neurons labeled with *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*) (grey). Dashed lines outline the projection nucleus. Cell and transcript expression outside the projection nucleus is removed for visual clarity. All scale bars, 20 µm.

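Both genes had reads in the libraries of 1 genotype only. *slc22a7a* had no reads in the sibling libraries of repeats A to C and 18, 187 and 67 reads in the null libraries, at least 63.7-fold higher in null larvae. That bound rested mostly on the null libraries of repeats B and C (11.2 and 13.5 normalized CPM, against 0.952 in repeat A). *bckdhbl* had 45, 108 and 443 reads in the sibling libraries and none in the null libraries, at least 29.6-fold lower in null larvae. DESeq2 gave adjusted p-values of 1.5e-04 for *slc22a7a* and 0.0014 for *bckdhbl*, and 0.0014 and 0.0080 with the repeat as a block. The edgeR adjusted p was 1.00 for both. The bound for *bckdhbl* rested mostly on the sibling library of repeat C (21.4 normalized CPM, against 1.94 in repeat A and 4.63 in repeat B). Without that library, DESeq2 no longer called *bckdhbl*. Of the 6 fits that left out 1 library, DESeq2 called *slc22a7a* in 6 and *bckdhbl* in 5. Neither gene had a read in repeat D.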

**Figure 5—figure supplement 5.**
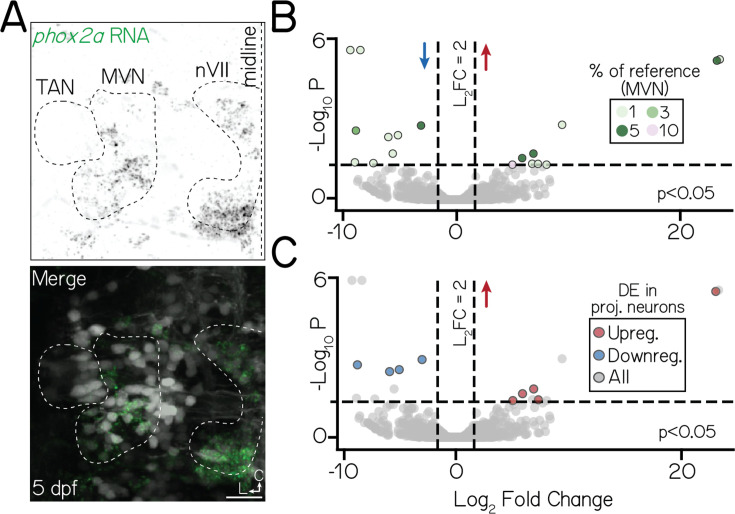
phox2a expression in the medial vestibular nucleus may underscore differential gene expression phenotypes in bulk data. (**A**) Fluorescent in situ hybridization against *phox2a* in a 5 dpf larvae (axial view). Top panel shows *phox2a* RNA (green); bottom panel, merge with neurons visualized with *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*) (grey). White dashed lines outline three nuclei of interest: projection neurons in the tangential nucleus (TAN), the medial vestibular nucleus (MVN), and the facial nucleus (nVII). All scale bars, 20 µm. (**B**) Volanco plot showing differentially expressed genes in *phox2a*-expressing medial vestibular nucleus neurons between control and *phox2a* null larvae at 3 dpf. Dashed lines represent significance cutoffs: horizontal line, p>0.05; vertical line, Log_2_ Fold Change > 2.0. Each circle is a gene. Genes to the left and right of 0 on the horizontal axis show downregulated and upregulated genes, respectively. Colors indicate percent of reference *phox2a*-expressing medial vestibular neurons (Materials and methods, Figure 5—figure supplement 2A, B) that express a given gene. Grey-colored genes are below both significance thresholds. Data for all differentially expressed candidates in medial vestibular neurons shown in Table 6. (**C**) Same data as **B**. Color shows genes that are differentially expressed in both medial vestibular nucleus neurons and projection neurons.

There were strikingly few differentially-expressed genes in projection neurons between *phox2a* siblings and null mutants (Figure 5C, Table 3). 

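Over the 3 repeats, edgeR called 0 of 14824 genes between *phox2a* siblings and null larvae, before any filter on the reference atlas. An unadjusted p under 0.05 was found for 477 genes (3.22%), of which 364 were higher and 113 lower in null larvae. This direction was not stable, with 43 higher and 58 lower with the repeat as a block, and 288 higher and 387 lower without the null library of repeat C. Lower genes also outnumbered higher ones without the sibling library of repeat B (196 against 142) or C (193 against 106). With each library left out in turn, edgeR called 0 genes in each of the 6 fits, with 281 to 1404 genes at an unadjusted p under 0.05. The alternative set before the data were examined that moved this count most was DESeq2 with the repeat as a block, which called 289 genes.
Of the 70 genes that Tables 3, 5 and 6 list as changed, 41 had enough reads for the edgeR test. Among these, 39 had an unadjusted p under 0.05 and 39 had an adjusted p under 0.05 when adjusted over the list alone, against 0 when adjusted over all genes tested. The paper chose these genes on the same libraries, so neither count of 39 is independent evidence.
Counts were simulated for the 14824 genes with the means and library sizes of these 6 libraries and with 200 genes changed by a log2 of 3. At the spread of the real libraries, edgeR recovered 0 of the 200 genes and called 0 unchanged genes, and DESeq2 recovered 46 and called 119 unchanged genes. At a dispersion of 0.1, both tools recovered 200 of 200 and called 0 unchanged genes. The paper's filter on detection in the single-cell atlas was not applied.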

All candidate differentially-expressed genes were lowly-expressed (detected in <10% of reference projection neurons, Figure 5D). To determine if any candidates were differentially expressed in projection neurons, we used a fluorescent in situ hybridization method Choi et al., 2018 in which fluorescence intensity correlates with detected transcript expression reliably across individual larvae (Figure 5—figure supplement 3). We evaluated eight candidate genes (Figure 5E, F); four with the highest detection levels in projection neurons (*satb1a*, *rxfp2a*, *mapk6*, and *p4hb*), two with high significance and fold change thresholds (*itga9*, *twf1b*), and two highly-detected controls (*evx2*, *myt1la*). Qualitatively, we observed no differences in expression patterns between *phox2a* mutants and siblings.

We considered that our inability to detect differentially-expressed genes could arise from our exclusion of candidates based on their expression in our reference single-cell atlas. Therefore, we repeated our analyses in unfiltered bulk sequencing data. The top 50 highest-expressed genes in *phox2a* siblings were highly detected in singly-profiled neurons labeled by *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*), including projection neurons (Table 4) (mean detection in projection neurons: 55%±21%, min = 0%, max = 87%). This suggests that our dissections adequately captured our target population. However, we again identified few differentially-expressed genes in our unfiltered data (Figure 5—figure supplement 4A–C), with substantial decreases as significance stringency increased. 

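Of the 49 genes named in Table 4, 47 had a row under that name in the deposited counts, and 42 were among the 50 genes with the highest mean CPM in the sibling libraries of repeats A to C. Of the other 5, 4 ranked 51 to 54, and *ints5* ranked 12886, with 3.02 CPM on average and no reads in the sibling library of repeat C. The names *az1a* and *az1b* had no row. Genes named *oaz1a* and *oaz1b* ranked 38 and 37 and were not counted as these. The number among the 50 highest was 39 over all 4 repeats and 39 to 40 with each sibling library left out in turn. Each sibling library of repeats A to C shared 41 to 46 of its own 50 highest genes with the 50 of the sibling mean. The null libraries shared 44 genes with them in repeat A, 41 in repeat B and 18 in repeat C. The reference gene *evx2* ranked 350 by mean CPM in siblings.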

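By DESeq2, the number of genes past a log2 fold change of 2 in the unfiltered data fell from 129 at an adjusted p under 0.05 to 60 under 0.01, 37 under 0.001 and 23 under 0.0001. Genes higher in null larvae numbered 64, 29, 20 and 13 at these thresholds, and genes lower in null larvae numbered 65, 31, 17 and 10. The same count was taken for each of the 10 ways to split the 6 libraries into 3 and 3, and it ranged from 67 to 249, with 4 of the 10 splits, the genotypes included, reaching 129 or more. Of the 4 splits that part the libraries of every repeat, the split by genotype gave the most genes, and the next gave 85. Over all 4 repeats, edgeR called 40 genes, 39 higher and 1 lower in null larvae, and DESeq2 called 119, 117 higher and 2 lower.

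**Figure D3:**
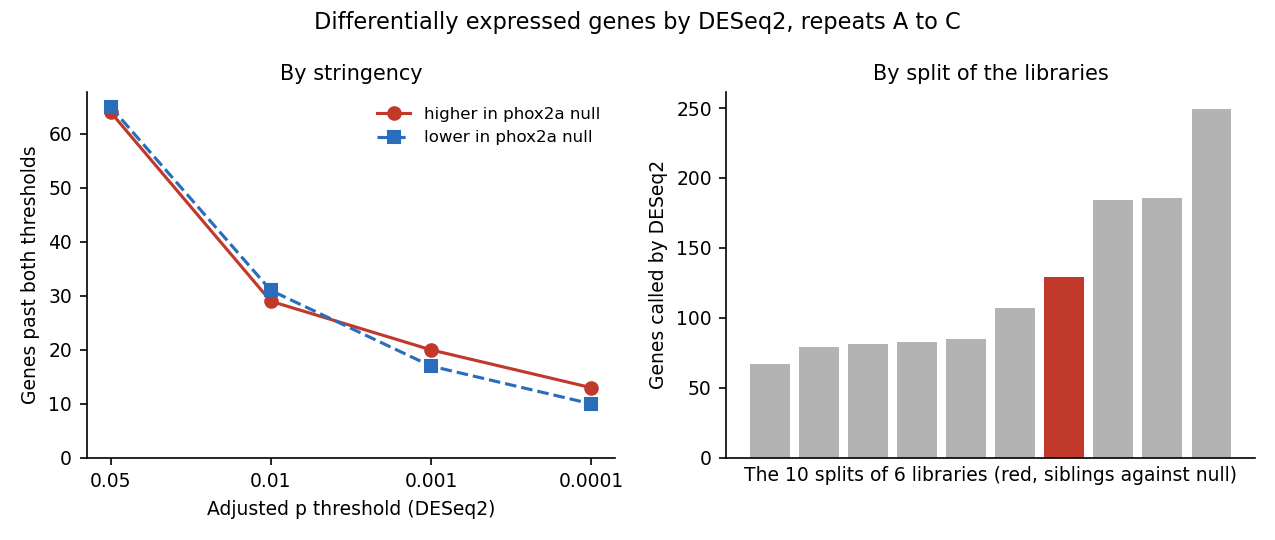
Left, genes past an absolute log2 fold change of 2 by DESeq2 at 4 adjusted p thresholds, higher (red circles) and lower (blue squares) in *phox2a* null larvae. Right, genes called by DESeq2 for each of the 10 splits of the 6 libraries, with the split by genotype (129 genes) in red and the others, from 67 to 249 genes, in gray.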

In situ hybridization validated that top candidates remained lowly expressed in projection neurons in both *phox2a* siblings and mutants (Figure 5—figure supplement 4D), Importantly, nearly all candidates had low detection across all neurons in our reference single-cell atlas and had predicted expression in populations such as glia and the caudal hindbrain (Materials and methods, Table 5). Notably, some candidates were highly expressed in a subset of medial vestibular nucleus neurons, which lies on the medial edge of the tangential nucleus and expressed *phox2a* (Materials and methods, Figure 5—figure supplement 5, and Table 6). Together, we conclude that any differential gene expression in our data either reflects noise or contamination from other labeled populations, but not projection neurons in the tangential nucleus.

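The 3 genes used as markers of the medial vestibular nucleus were measured in the same libraries. *pou4f1* had 7.87 ± 1.03 normalized CPM (SD, n = 3 libraries) in siblings and 2.19 ± 1.02 CPM in null larvae, and every null library lay under every sibling library (two-sided exact permutation test, p = 0.1, the smallest p possible). *penkb* had 2101, 0 and 617 reads in the sibling libraries of repeats A, B and C and none in the null libraries, so 1 sibling library did not differ from the null libraries. *penkb* had reads in too few libraries for the edgeR test. DESeq2 called it lower in null larvae (log2 fold change -11.16, adjusted p = 0.020), also with the repeat as a block, over all 4 repeats, and in each fit that left out 1 library except the one without the null library of repeat C. *chrna2b* had 61.3 ± 17.1 CPM in siblings and 51.7 ± 41.4 CPM in null larvae, a difference within the spread between libraries. The gene list test fry, on *phox2a*, *pou4f1* and *chrna2b* together, gave a median log2 fold change of -1.22 with 3 of 3 genes lower in null larvae (adjusted p = 0.16 over 11 lists). This median is the log2 fold change of *phox2a*, the mutated gene, so it does not speak for the nucleus apart from that gene. In repeat D, *pou4f1* had 492 reads (31.01 CPM) in siblings and 0 in null larvae. The null library had 735217 gene reads, so 0 reads there allow up to 4.08 CPM before TMM normalization. Its TMM factor over all 8 libraries was 0.0743, which raises that limit. Of the 18 genes in Table 6, 16 had a DESeq2 log2 fold change within rounding of the listed one in repeats A to C.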

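Of the 64 genes that DESeq2 called higher in null larvae, 12 had a log2 fold change over 20, and all 12 had reads in the null library of repeat C alone, between 47 and 97 reads each. Over 90% of the null level lay in that library for 20 of the 64 genes, and 33 of the 64 had no reads in any sibling library. Of the 65 genes called lower, 40 had no reads in any null library. Without the null library of repeat C, DESeq2 still called 21 of the 64 higher genes and 61 of the 65 lower genes. Across the 6 fits that each left out 1 library, 23 of the 129 genes were called every time. With the repeat as a block 70 of the 129 were called, and over all 4 repeats 8 were.
Reads in all 3 libraries of one genotype and in none of the other, with at least 10 reads in sum, were found for 188 genes, 151 in siblings only and 37 in null larvae only. Without the null library of repeat C, 200 were in siblings only and 222 in null larvae only, so the excess in siblings depended on that library. The 10 splits of the 6 libraries gave 103 to 288 such genes, with a median of 191.5, and 6 of the 10 gave 188 or more. Without the null library of repeat A there were 823, the most of any fit that left out 1 library.
Marker genes of other populations were tested as lists with fry. The lists for glia, skin, muscle, cell cycle, hair cells and the otic vesicle, cartilage and connective tissue, motor neurons, neurons, presynaptic genes and the medial vestibular nucleus had median log2 fold changes from -1.22 to 1.15 and adjusted p-values from 0.16 to 0.94. The p-values do not test the medians. For glia, skin, the cell cycle and the list of hair cells and the otic vesicle, the direction given by fry was opposite to the sign of the median. Some of these medians depended on single libraries. With 1 library left out, the median ranged from -6.13 to 2.67 for skin and from 0.16 to 5.61 for cartilage and connective tissue. With the repeat as a block, these medians were -2.18 and -0.33. Those for motor neurons (-1.12 to -0.35) and the medial vestibular nucleus (-1.71 to -1.13) stayed negative with 1 library left out. The list of the medial vestibular nucleus includes *phox2a* itself, so its fall rests in part on the mutated gene. The list of genes induced by dissociation had a median log2 fold change of -1.12, with 10 of 14 genes lower in null larvae (adjusted p = 0.031). Its adjusted p was 0.030 with camera, 0.11 with the repeat as a block, 0.98 over all 4 repeats, and between 0.044 and 0.23 with each library left out in turn. Erythroid genes summed to 0.643 to 21.16 CPM and genes of microglia and macrophages to 4.91 to 202 CPM per library in repeats A to C, with too few genes kept for a test. Skin genes summed to 4477 CPM in the null library of repeat C and 3791 CPM in the sibling library of repeat A, against 2.11 to 963 CPM in the other 4 libraries.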

**Table 4.** Top 50 expressed genes in an unfiltered bulk RNA sequencing dataset of *phox2a* siblings. ‘% of unfiltered 10 x neurons’ refers to gene detection in a single-cell atlas of neurons labeled in *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*) (n=1,468 neurons). ‘% of projection neurons’ refers to gene detection in a subset of the single-cell atlas containing projection neurons in the tangential nucleus (n=159 neurons). Data associated with Figure 5.

Gene	% of unfiltered 10 x neurons with expression	% of projection neurons
*ints5*	23.2	15.1
*stmn1b*	78.6	78.6
*sox4a*	6.5	3.1
*basp1*	61.4	62.9
*hmgb3a*	68.2	69.8
*ptmaa*	84.5	77.4
*gapdhs*	28.9	30.2
*pnrc2*	81.3	78.6
*snap25a*	65.7	78.0
*gpm6ab*	81.1	78.6
*calm3b*	0.0	0.0
*marcksl1b*	88.8	86.2
*tuba1c*	59.9	54.7
*cd81a*	43.3	49.7
*meis1b*	87.9	87.4
*rtn1a*	73.4	74.8
*elavl3*	87.1	82.4
*hmgb1b*	57.2	49.7
*ptmab*	80.7	73.6
*zc4h2*	56.9	58.5
*meis2b*	57.1	49.7
*slc25a5*	51.4	55.3
*mab21l2*	62.7	68.6
*h3f3c*	69.1	61.6
*rtn1b*	36.4	33.3
*elavl4*	78.7	67.3
*gng3*	37.2	42.8
*pik3r3b*	77.4	83.6
*tubb5*	25.3	25.2
*histh1l*	61.0	62.9
*serinc1*	51.9	59.1
*ckbb*	23.5	30.8
az1a	43.5	49.7
az1b	36.9	38.4
*actb1*	23.6	28.3
*ywhaba*	36.2	40.9
*ywhag2*	36.2	50.9
*si:ch211-222l21.1*	73.8	63.5
*si:dkey-276j7.1*	45.8	56.0
*aldocb*	19.3	17.6
*actb2*	27.0	30.8
*tmem59l*	39.8	56.6
*calm2b*	37.9	47.2
*hmgn6*	73.6	65.4
*h2afx1*	59.6	53.5
*cd99l2*	32.4	36.5
*cirbpb*	77.8	73.6
*ppdpfb*	74.5	65.4
*stxbp1a*	52.3	66.0
Control		
*evx2*	33.8	36.4

**Table 5.** Top 50 differentially expressed genes in an unfiltered bulk RNA sequencing dataset of *phox2a* siblings and null mutants. One star indicates a gene was retained in a filtered subset of projection neurons; %, evaluated using fluorescent in situ hybridization. ‘% of unfiltered 10 x neurons’ refers to gene detection in an unfiltered single-cell reference atlas of neurons labeled in *Tg(–6.7Tru.Hcrtr2:GAL4-VP16*);*Tg(UAS-E1b:Kaede*) (n=1,468 neurons). Putative origin inferred from gene expression in the annotated 10 x dataset (Materials and methods, Figure 5—figure supplement 2). Genes sorted by p adjusted value. Data associated with Figure 5.

Gene	% of unfiltered 10 x neurons with expression	Putative origin	Log_2_ fold change	p adjusted
Upregulated				
*macc1*	0.1	r4-6	24.0	3.2E-06
*CR559941.1*	0.0		23.7	3.4E-06
*si:dkey-65b12.6*	0.0		23.5	3.4E-06
*si:ch73-106n3.2*	0.1		23.5	3.4E-06
*mcm10*	0.1	MNs	23.4	3.4E-06
*si:ch211-244o22.2*	0.5	r4-6	23.4	3.4E-06
*dre-mir-10a*	0.0		23.3	3.5E-06
*itga4*	0.3	r5-6 (inhibitory)	23.2	3.5E-06
*si:dkeyp-87d8.8*	0.0		23.2	3.6E-06
*arsj*	0.5	MNs	23.0	3.9E-06
*tlr1*	0.0		23.0	3.9E-06
* % itga9	2.3	r4-7	23.0	3.9E-06
*tofb*	0.5	r4-6	9.1	1.4E-05
*myo7ba*	0.4	r4-7	9.8	1.0E-04
*zfand1*	0.1	MNs	9.0	1.5E-04
*% slc22a7a*	0.7	r4-7	10.2	1.5E-04
*agrp*	0.0		13.4	4.1E-04
*si:dkey-46i9.6*	0.1	r5-7	7.7	6.8E-04
*muc2.2*	0.0		9.4	6.9E-04
*cd37*	0.0		9.1	9.8E-04
*musk*	0.3	r4-6	9.4	1.2E-03
*mcamb*	0.2	r5-7	8.3	2.7E-03
*ppp1r42*	0.5	r5-6 (inhibitory)	7.9	3.1E-03
*CR677513.1*	0.0		9.9	3.5E-03
Downregulated				
* % satb1a	7.9	r4-7 (inc inhib), MNs	–8.6	1.0E-06
*znf975	0.7	r4-6	–8.3	1.5E-06
*phldb1a*	0.6	r5-7 (inc inhib)	–9.2	1.5E-06
*TSTA3*	0.0		–9.7	3.4E-06
*si:dkey-24p1.6*	0.0		–8.3	8.4E-06
*si:dkey-77f5.14*	0.2	r5-7	–8.5	1.1E-05
*tha1*	0.1	MVN	–10.3	2.1E-05
*serpinh2*	0.5	r4-6	–9.0	3.7E-05
*ghrh*	0.3	r4-7	–9.5	6.9E-05
*asah1b*	0.8	r4-7	–7.8	9.9E-05
*msmo1*	0.9	r5-7, inc inhib	–8.9	1.1E-04
*tagln2*	0.3	glia	–8.4	2.2E-04
*zgc:174863*	0.1	MNs	–9.9	2.2E-04
* % rxfp2a	3.2	r4-7, inc inhib	–6.6	6.8E-04
*bmp4*	0.7	r4-7	–6.8	6.8E-04
*cfl1l*	0.1	r4-6	–8.4	6.8E-04
* polrmt	4.2	r4-7, inc inhib	–8.8	6.9E-04
*anxa2a*	0.6	r4-7	–3.0	1.3E-03
*galr1a*	0.3	MVN	–9.1	1.4E-03
*selenow2b*	0.1		–8.0	1.8E-03
*% bckdhbl*	1.4	r4-7, glia, MNs	–8.7	2.1E-03
*boka*	0.5	r5-7	–8.6	2.9E-03
*cyldb*	0.2	r4-7	–7.9	3.0E-03
*pon2*	0.6	r4-7, glia, MNs	–5.0	3.1E-03
*si:ch73-204p21.2*	0.3	r5-7, inc inhib	–8.2	3.5E-03
*and2*	0.1	r4-6	–5.8	3.7E-03
Control				
*evx2*	33.8	r4-7	0.46	0.99

**Table 6.** Differentially expressed genes in *phox2a*-expressing medial vestibular neurons. Star indicates a gene was evaluated in projection neurons using fluorescent in situ hybridization. # indicates a gene was significantly differentially expressed in projection neurons. ‘% of medial vestibular neurons’ refers to detection in a subset of *phox2a*-expressing medial vestibular neurons in a single-cell reference atlas (Materials and methods, Figure 5—figure supplement 2). ‘% of projection neurons with expression’ refers to detection in a filtered subset of projection neurons. Gene sorted by p adjusted value. Data associated with Figure 5.

Gene	% of medial vestibular neurons	% of projection neurons	Log_2_ fold change	p adjusted
Upregulated				
*itga4*	2.2	0.6	23.2	3.5E-06
* # itga9	6.7	1.9	23.0	3.9E-06
*musk*	2.2	0.6	9.4	0.001
*# dysf*	6.7	1.9	6.9	0.016
* # twf1b	8.9	1.9	5.9	0.024
*gabrr2a*	2.2	2.5	6.8	0.040
*# pole*	2.2	0.0	7.3	0.041
* # p4hb	15.6	1.3	5.1	0.044
*col27a1b*	2.2	0.6	8.0	0.044
Downregulated				
*asah1b*	2.2	0.0	–8.3	1.5E-06
*boka*	2.2	0.0	–9.2	1.5E-06
* # satb1a	6.7	8.2	–3.0	0.001
*# polrm*t	4.4	1.9	–8.7	0.002
*# znf975*	2.2	1.3	–5.0	0.003
*# phldb1a*	2.2	3.1	–5.8	0.004
*fosl1a*	2.2	0.0	–5.4	0.016
*pitpnaa*	2.2	0.0	–8.8	0.036
*sgpp1*	2.2	0.6	–7.1	0.038

We acknowledge the possibility that our in situ method is insufficiently quantitative to detect subtle differences in expression. Similarly, despite using both bulk and single-cell RNA sequencing approaches, we may lack the resolution to uncover differential gene expression within projection neurons, particularly given the inclusion of heterozygous *phox2a* siblings in controls. Nevertheless, consistent with functional and anatomical characterization, our sequencing data argues that projection neurons acquire the correct transcriptional profiles in the absence of motor partner-derived signals. 

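Whole profiles were compared between libraries of repeats A to C. Spearman correlations across all genes, which are not independent replicates, ranged from 0.850 to 0.888 between sibling libraries, from 0.655 to 0.822 between null libraries and from 0.668 to 0.884 between genotypes. Leaving out the null library of repeat C, correlations between genotypes ranged from 0.813 to 0.884. Of the 28802 genes, only 23680 had a read in these libraries. Over the genes kept for the fit of all 8 libraries, pairs with the null library of repeat C had correlations from 0.549 to 0.589. The other pairs within repeats A to C ranged from 0.815 to 0.909 over these genes. The mean Euclidean distance of log2 CPM between genotypes exceeded that within genotypes by 5.89, and 3 of the 10 splits of the 6 libraries gave a difference as large (one-sided exact permutation test, p = 0.3, with 0.1 the smallest p possible). With labels exchanged only within repeats, 1 of 4 arrangements was as large (exact permutation test, p = 0.25, the smallest possible). Over all 4 repeats, the distance was larger within genotypes than between them, with a difference of -27.1 (exact permutation test, p = 0.51).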

Our findings are reminiscent of recent reports that the molecular signatures of spinal interneurons develop independently of motor partners (Sweeney et al., 2018).

## Discussion

Here, we show that motor neurons are dispensable for fate specification in a canonical sensorimotor circuit. We first demonstrated that peripheral sensory and central projection neurons develop appropriate, directionally-selective connectivity and topography independently of their motor partners. Next, we established that projection neurons remain anatomically and molecularly competent to assemble with motor partners. Lastly, we show that loss of motor neurons does not meaningfully alter the transcriptional signatures of their pre-motor projection neuron partners. By providing causal evidence against an instructional role of motor partners for sensory connectivity, our work forces a revision of the current model for vestibulo-ocular reflex circuit formation. As proper connectivity across multiple synapses is foundational for proper function, our work speaks to mechanisms responsible for sensorimotor circuit assembly.

### Transcriptional influences on motor neuron fate specification

While the primary focus of our work was circuit assembly, we found that, unexpectedly, *phox2a* acts in a dose-dependent manner to specify extraocular motor pool fate. Key evidence comes from *phox2a* heterozygotes, in which the earliest-born dorsal neurons in nIII are lost but later-born neurons in nIII/nIV are intact. This observation extends prior characterizations of *phox2a* mutations in zebrafish (Guo et al., 1999), chick (Hasan et al., 2010), and human (Nakano et al., 2001, Bosley et al., 2006). Prior work hypothesized that *phox2a* dosage may regulate midbrain motor neuron differentiation into visceral and somatic types (Hasan et al., 2010). In other systems, transcription (DeKoter and Singh, 2000, Liu et al., 2007, Sansom et al., 2009), growth (Vemaraju et al., 2012) and axon guidance factors (Komiyama et al., 2007) can act in such a graded manner to regulate coarse cell type specification and wiring specificity. We extend these ideas to show that *phox2a* dose-dependency acts both over closely-related subtypes (pools within a single cranial nucleus) and along a temporal axis, where partial dosage preferentially targets the earliest-born neurons (Greaney et al., 2017). Specifically, if *phox2a* is expressed in neural progenitor cells that give rise to nIII/nIV, then the earliest-born motor neurons would have the shortest exposure to *phox2a*.

Molecular insight into ocular motor neuron pool specification is sparse but would be welcome given the strong links between genetic development and ocular motor disease (Bosley et al., 2006, Park et al., 2016, Cheng et al., 2014, Cederquist et al., 2012). For example, subpopulation markers could resolve the topography of pools within dorsal nIII; whether IR/MR pools are spatially segregated or intermingled (Evinger et al., 1987, Greaney et al., 2017); whether the medial/lateral axis reflects functional differences among motor neuron subtypes; and whether/how local interactions between motor neuron pools contributes to fate specification (Knüfer et al., 2020). In spinal circuits, the rich molecular understanding of motor pool specification (Lin et al., 1998, Dasen et al., 2005, Dasen et al., 2008, Hanley et al., 2016, D’Elia et al., 2023) has enabled targeted perturbations of pool identity, allowing for major discoveries of their roles in circuit assembly (Vrieseling and Arber, 2006, Sürmeli et al., 2011, Sweeney et al., 2018, Philippidou and Dasen, 2013). Our findings thus represent a step forward towards understanding how developmental deficits may contribute to ocular motor disorders (Whitman and Engle, 2022).

### Motor neurons: active or passive architects of pre-motor connectivity?

Our discoveries advance outstanding controversies over whether motor neurons actively or passively shape pre-motor connectivity. We find that extraocular motor neuron axons do not serve as ‘pioneers’ (Supèr et al., 1998, McConnell et al., 1989, Bentley and Keshishian, 1982, Bate, 1976, Pike et al., 1992), with pre-motor axon targeting following passively from motor-derived pathfinding signals (Matise and Lance-Jones, 1996). Such a model predicts that projection neuron targeting would be entirely ablated after constitutive loss of extraocular motor neurons and their secreted signals (Landmesser and Honig, 1986, Scott, 1988, Swanson and Lewis, 1986, Tosney and Hageman, 1989, Whitlock and Westerfield, 1998). Instead, we observed that projection neurons still establish long-range (hindbrain to midbrain) axonal projections, with appropriate spatial segregation that matches the topography of their motor partners (Greaney et al., 2017, Liu et al., 2022, Goldblatt et al., 2023). Our findings complement reports in spinal circuits that pre-motor targeting is grossly appropriate after manipulating the spatial source of, but not ablating, potential pathfinding signals (Sürmeli et al., 2011), and that the transcriptional fate of pre-motor projection neurons similarly develops independently (Sweeney et al., 2018). We point to the late development of ocular musculature (Easter and Nicola, 1997, Noden et al., 1999) compared to spinal musculature (Matise and Lance-Jones, 1996) as a potential source of the dispensability of muscle-derived signals.

Our work is also inconsistent with the strongest form of the “retrograde” hypothesis for vestibulo-ocular reflex circuit assembly. Originally, the retrograde model posited that motor neurons release a diffusable or cell-surface available signal that instructs pre-motor collaterals to sprout and then innervate specific pools, enabling behavioral specificity (Glover, 2003, Straka, 2010). Here, the proper spatial and temporal segregation of projection neuron axons suggests they remain poised to wire with spatially-appropriate (dorsal/ventral pools) targets. Additional evidence comes from incomplete *phox2a* knockouts (1–5% of nIII/nIV remaining), where projection neurons still form collaterals, though not robustly or reliably. We predict that projection neuron axons do not require a target-derived cue to grow, search, and synapse onto motor targets, and simply lack the adhesive contact necessary to stabilize nascent structures (reviewed in Dalva et al., 2007; Moreland and Poulain, 2022).

Nevertheless, extraocular motor neurons might still play an active or passive role in selecting and/or refining input specificity from their projection neuron partners. In spinal circuits, motor pool position passively imposes geometric constrains on pre-motor axon targeting (Sürmeli et al., 2011, Bikoff et al., 2016), and manipulating the dendritic structure of motor neuron axons transforms input specificity (Vrieseling and Arber, 2006, Balaskas et al., 2019). Genetic perturbations of nIII/nIV motor neuron position selectively compromise ocular responses to directional visual stimuli (Knüfer et al., 2020), though the circuit-level origin of such impairments is unclear. For the vestibulo-ocular reflex circuit, transforming all motor pools to the same fate or genetically “scrambling” pool position could resolve whether motor input specificity is truly hard-wired in projection neurons, or whether projection neurons instead target gross spatial domains irrespective of partner identity (Sürmeli et al., 2011). Motor neuron-derived signals are of course capable of shaping their input by strengthening/weakening their inputs. For example, motor neurons may play separate roles in recruiting their pre-motor partners into functional ensembles and synchronizing their spontaneous activity (O’Donovan et al., 1994, Wenner and O’Donovan, 2001, Warp et al., 2012, Song et al., 2016, Wan et al., 2019, Younes et al., 2024). Importantly, our results suggest that such signals will not define the fate of projection neurons, and by extension, circuit architecture.

We note that our study does not eliminate one additional source of post-synaptic partner signals to projection neurons. As in primates (McCrea et al., 1987), projection neurons also contact neurons in the interstitial nucleus of Cajal, also known as the nucleus of the medial longitudinal fasciculus (INC/nMLF; Bianco et al., 2012). INC/nMLF neurons project early in development (Mendelson, 1986) to spinal circuits used for postural stabilization during swimming (Severi et al., 2014, Thiele et al., 2014, Wang and McLean, 2014, Tanimoto et al., 2022, Berg et al., 2023). Notably, ablation of projection neurons disrupts postural stability (Sugioka et al., 2023). As we did not observe postural deficits in *phox2a* mutants, we infer that projection neuron connectivity to INC/nMLF targets is present and functional. Correspondingly, the development of projection neuron collaterals and synapses to INC/nMLF neurons appeared qualitatively normal in *phox2a* mutants, supporting our interpretation that projection neurons retain the capacity to properly assemble with post-synaptic targets even though similar structures to extraocular motor neurons are absent. In the future, if a similarly specific marker like *phox2a* is identified that labels the INC/nMLF, it will be possible to test whether these neurons play a role in vestibulo-ocular reflex circuit development.

### Alternative mechanisms for fate specification and sensory input specificity in projection neurons

What is the origin of signals that govern projection neuron fate and sensory input specificity, if not motor-derived? In comparable systems, fate signals can be intrinsically-expressed or originate from extrinsic sources. For example, intrinsic genetic mechanisms assemble laminar connectivity in visual circuits (Yamagata et al., 2002, Yamagata and Sanes, 2008) and facilitate sensorimotor matching in spinal circuits (Arber et al., 2000, Vrieseling and Arber, 2006, Pecho-Vrieseling et al., 2009, Bonanomi and Pfaff, 2010). In directionally-selective retinal circuits, subtype fate is established in a similar manner (Duan et al., 2014, Al Khindi et al., 2022). In ‘intrinsic’ models, synaptic specificity arises from molecular matching between subtypes (Kurmangaliyev et al., 2019; Yoo et al., 2023; Dasen, 2009). Alternatively, in somatosensory and auditory circuits, transcriptional fate depends on extrinsic signals such as growth factors (Sharma et al., 2020) and sensation (Shrestha et al., 2018), respectively. In spinal circuits, positional fate, which constrains connectivity (Sürmeli et al., 2011), is established by extrinsic codes such as morphogen gradients in early development (Alaynick et al., 2011) and Hox factors (Dasen et al., 2005, Dasen et al., 2008). In ‘extrinsic’ models, early inputs are often erroneous and refined by activity (Tessier-Lavigne and Goodman, 1996, Goodman and Shatz, 1993) or molecular factors (Spead et al., 2023). Collectively, these findings offer two alternative models for how vestibulo-ocular reflex circuit assembly emerges.

The tight links between birth order, somatic position, and stimulus selectivity (Greaney et al., 2017, Goldblatt et al., 2023, Liu et al., 2022, Tanimoto et al., 2022, Zecca et al., 2015, Dyballa et al., 2017) across vestibulo-ocular reflex circuit populations support an ‘intrinsic’ determination model. Further, neurogenesis and initial axon targeting develops contemporaneously for sensory afferents (Fritzsch and Nichols, 1993, Altman and Bayer, 1982, Vemaraju et al., 2012, Zecca et al., 2015), projection neurons (McConnell and Sechrist, 1980, Maklad and Fritzsch, 2003, Auclair et al., 1999, Glover, 2003, Goldblatt et al., 2023), and extraocular motor neurons (Greaney et al., 2017, Altman and Bayer, 1981, Glover, 2003, Shaw and Alley, 1981, Puelles and Privat, 1977, Varela-Echavarría et al., 1996), suggesting that neurons are poised to assemble with targets as early as their time of differentiation. Importantly, an ‘intrinsic specification’ model makes a testable prediction about how and when sensory selectivity should emerge across the circuit: projection neurons and extraocular motor neurons should be directionally selective as soon as pre-synaptic input is established. Such evidence would justify future molecular inquiries into the underlying genetic factors, expanding early characterizations of the mechanisms that shape hindbrain topography (Moens and Prince, 2002, Kinkhabwala et al., 2011), recent molecular profiling of the zebrafish hindbrain (Farnsworth et al., 2020, Tambalo et al., 2020), and reports of molecular matching between extraocular motor neurons and muscle (Ferrario et al., 2012, Guthrie, 2007). Operationally, the present study lays a foundation for molecular explorations of projection neuron subtype determinants by establishing bulk- and single-cell transcriptomic profiling and in situ validation pipelines.

Conversely, evidence that stimulus selectivity emerges gradually would suggest that sensory afferents and/or projection neurons initially wire indiscriminately and that circuit connectivity is refined in time by extrinsic forces. Prior work in the vestibulo-ocular reflex circuit has proposed developmental roles for sensory-derived trophic factors (Peusner and Morest, 1977) and activity-dependent refinement (Ronca et al., 2016, Riley and Moorman, 2000), though sensory afferents develop typically in the absence of utricular input (Roberts et al., 2017) and ocular motor behavior does not depend on stimulus-driven activity (Ulrich et al., 2014). Here, an ‘extrinsic’ determination model would predict that connectivity is established by an anterogradely-transmitted signal – that is, from sensory afferents to ocular muscles. If so, then future investigations might constitutively ablate sensory afferents to eliminate activity-driven, diffusible, or cell-surface instructional signals, similar to the present study. The directional bias in opsin-evoked activity in projection neurons (Schoppik et al., 2017), together with their transcriptional profiles established here, offer a clear readout of the role of sensory-derived factors. However, genetic targets exclusive to vestibular sensory afferents for gaze stabilization have not been identified, and tissue-specific genetic ablations remain limited in zebrafish. Looking ahead, resolving when and how stimulus selectivity emerges across the vestibulo-ocular reflex circuit will be key to understanding whether connectivity with pre- and/or post-synaptic partners instructs subtype fate, or whether subtype fate instructs connectivity.

### Conclusion

Here, we discovered that motor partners do not determine pre-motor fate and sensory connectivity for the projection neurons that stabilize gaze. Our results overturn the current model that stimulus selectivity and connectivity are retrogradely specified, a major step towards understanding the origin, and eventually nature, of mechanisms that assemble an archetypal sensorimotor reflex circuit. Instead, our data support and extend recent models in spinal systems that motor partners do not actively construct sensory-to-interneuron reflex circuit architecture, but may later refine their inputs. By defining the contribution of motor neurons to specification and sensory connectivity of gaze-stabilizing central projection neurons, our work speaks to principles of sensorimotor circuit assembly.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Chemical compound, drug	Tween	Thermo Fisher Scientific	BP337-100	
Chemical compound, drug	32% paraformaldehyde	Electron Microscopy Sciences	15714	
Chemical compound, drug	Proteinase K	Thermo Fisher Scientific	25530049	
Peptide, recombinant protein	Papain	Worthington Biochemical	LK003178	
Chemical compound, drug	Hanks Buffered Salt Solution (HBSS)	Thermo Fisher Scientific	14170112	
Chemical compound, drug	Earl’s Buffered Salt Solution (EBSS)	Thermo Fisher Scientific	24010043	
Peptide, recombinant protein	DNAse	Worthington Biochemical	LK003172	
Peptide, recombinant protein	DAPI	Invitrogen	D1306	
Chemical compound, drug	L15 Medium	Thermo Fisher Scientific	11415064	
Chemical compound, drug	Fetal bovine serum, qualified, triple-filtered	Thermo Fisher Scientific	A3160501	
Peptide, recombinant protein	Collagenase Type 1 A	Sigma Aldrich	C9891-500MG	
Chemical compound, drug	Low melting point agarose	Thermo Fisher Scientific	16520	
Chemical compound, drug	Ethyl-3-aminobenzoic acid ethyl ester (MESAB)	Sigma Aldrich	E10521	
Chemical compound, drug	Pancuronium bromide	Sigma Aldrich	P1918	
Commercial assay, kit	in situ hybridization chain reaction v3.0 (HCR)	Molecular Instruments	N/A	
Commercial assay, kit	RNAqueous Micro Total RNA Isolation Kit	Thermo Fisher Scientific	AM1931	
Commercial assay, kit	MEGAshortscript T7 Transcription Kit	Thermo Fisher Scientific	AM1354	
Commercial assay, kit	QiaQUICK PCR Purification Kit	Qiagen	28104	
Commercial assay, kit	EnGen Spy Cas9 NLS	New England Biolabs	M0646T	
Strain, strain background (*Danio rerio*)	*Tg(–6.7Tru.Hcrtr2:GAL4-VP16*)	Lacoste et al., 2015; Schoppik et al., 2017	ZFIN: ZDB-TGCONSTRCT-151028–8	
Strain, strain background (*Danio rerio*)	*Tg(UAS-E1b:Kaede*)	Scott et al., 2007	ZFIN: ZDB-TGCONSTRCT-070314–1	
Strain, strain background (*Danio rerio*)	*Tg(isl1:GFP*)	Higashijima et al., 2000	ZFIN: ZDB-ALT-030919–2	
Strain, strain background (*Danio rerio*)	*Tg(UAS:GCaMP6s*)	Chen et al., 2013	ZFIN: ZDB-TGCONSTRCT-140811–3	
Strain, strain background (*Danio rerio*)	*phox2a^d22^*	This study	N/A	
Strain, strain background (*Danio rerio*)	*phox2a^d19^*	This study	N/A	
Strain, strain background (*Danio rerio*)	*phox2a^i2^*	This study	N/A	
Sequence-based reagent (primers)	*phox2a* forward primer	Sigma Aldrich	N/A	CAGCCAGAGCAACGGCTTCC
Sequence-based reagent (primers)	*phox2a* reverse primer	Sigma Aldrich	N/A	AAGCCGACAACAGTGTGTGTGTAA
Sequence-based reagent (primers)	*phox2a* guide 1	Sigma Aldrich	N/A	CTCGCCACCGCCAGCTGCAC
Sequence-based reagent (primers)	*phox2a* guide 2	Sigma Aldrich	N/A	CTCCGGCTTCAGCTCCGGCC
Sequence-based reagent (oligonucleotides)	HCR probes	Integrated DNA Technologies	N/A	
Software, algorithm	Fiji/ImageJ	Schindelin et al., 2012	RRID: SCR_02285	
Software, algorithm	Adobe Illustrator (2021)	Adobe	RRID: SCR_010279	
Software, algorithm	Matlab 2020b	Mathworks	RRID: SCR_001622	
Software, algorithm	Seurat v4	Hao et al., 2021	https://satijalab.org/seurat	
Software, algorithm	CRISPR Guide RNA Design Tool	Benchling	https://benchling.com/crispr	
Other	20 micron cell strainer	pluriSelect	431002060	Method details (Neuron harvesting)
Other	SH800z 100 micron sorting chip	Sony	LE-C3210	Method details (Flow cytometry)

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, David Schoppik ().

#### Materials availability

Mutant fish lines generated in this study will be deposited to the Zebrafish International Resource Center (ZIRC).

### Experimental model and subject details

#### Fish care

All protocols and procedures involving zebrafish were approved by the New York University Langone School of Medicine Institutional Animal Care & Use Committee (IACUC; approval number IA16-00561). All larvae were raised at 28.5 °C at a density of 20–50 larvae in 25–40 ml of buffered E3 (1 mM HEPES added). Larvae used for photofill experiments were raised in constant darkness; all other fish were raised on a standard 14/10 h light/dark cycle. Larvae for experiments were between 3–5 days post-fertilization (dpf).

#### Transgenic lines

Experiments were conducted on the *mifta^-/-^* background to remove pigment. All experiments used larvae from the F3 generation or older of a newly-created line of *phox2a* mutants (described below) on the following backgrounds: *Tg(isl1:GFP)* (Higashijima et al., 2000) to validate *phox2a* loss-of-function; *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16)* (Lacoste et al., 2015; Schoppik et al., 2017) to drive UAS reporter expression; *Tg(UAS-E1b:Kaede)* (Scott et al., 2007) for anatomical imaging experiments; and *Tg(UAS:GCaMP6s)* (Thiele et al., 2014) for calcium imaging experiments. All larvae were selected for brightness of fluorescence relative to siblings. Mendelian ratios were observed, supporting that selected larvae were homozygous for fluorescent reporter alleles.

#### Generation of *phox2a* mutants

*phox2a* mutant lines were generated using CRISPR/Cas9 mutagenesis. Two guide RNAs (gRNAs) were designed using the Benchling CRISPR Guide RNA Design Tool (see: key resources table). gRNAs were located towards the 5’ region of exon 1 to minimize the size of any translated protein. gRNAs were incubated with Cas9 protein before co-injection into *Tg(isl1:GFP*) embryos at the single cell stage. Injected embryos were screened for anatomical phenotypes (reduction in *isl1*-positive nIII/nIV motor neurons). Phenotypic embryos (F0) and their embryos were raised and genotyped via sequencing to identify and validate germline mutations. Three founders were identified and used for experiments: (1) *phox2a^d22^* has a 22 bp deletion from base pairs 249–270, (2) *phox2a^d19^* has a 19 bp deletion from base pairs 262–280, and (3) *phox2a^i2^* has a 2 bp insertion (AG) from base pairs 261–262. Each mutation created a nonsense mutation, causing a predicted premature stop codon at the beginning of the homeobox. All alleles were validated using complementation assays, and larvae from all three alleles were used in experiments. For brevity, only one allele (*phox2a^d22^*) is shown in Figure 1.

#### Maintenance of *phox2a* adults

*phox2a* null larvae do not survive past 7 dpf. Sibling embryos (*phox2a^+/+^* or *phox2a^+/-^*) were raised and genotyped to identify heterozygotes for line propagation. Primers for genotyping are listed in the Key Resources table. Genomic DNA was amplified using a polymerase (DreamTaq PCR Master Mix 2 X, Thermo Fisher Scientific K1071), 60°annealing temperature, 30 second elongation time, and 35 cycles of PCR. PCR generates a 169 bp product (wildtype), 147 bp product (*phox2a^d22^*), 150 bp product (*phox2a^d19^*), or 171 bp product (*phox2a^i2^*). *phox2a^d22^* and *phox2a^d19^* DNA was evaluated using gel electrophoresis; *phox2a^i2^* was assessed via sequencing with the reverse primer (Genewiz, Azenta Life Sciences, South Plainfield, New Jersey).

### Method details

#### Confocal imaging

Larvae were anesthetized in 0.2 mg/mL ethyl-3-aminobenzoic acid ethyl ester (MESAB, Sigma-Aldrich E10521, St. Louis, MO) prior to confocal imaging except where noted. Larvae were mounted dorsal side-up (axial view) or lateral side-up (sagittal view) in 2% low-melting point agarose (Thermo Fisher Scientific 16520) in E3. Images were collected on a Zeiss LSM800 confocal microscope with a 20 x water-immersion objective (Zeiss W Plan-Apochromat 20 x/1.0). Images of tangential nucleus soma and axons were acquired in a lateral mount with an 80x80 µm imaging window. Stacks spanned ~30–40 µm, sampled every 1 µm. Images of nIII/nIV motor neurons were acquired in a dorsal mount with a 213x106 µm imaging window; stacks spanned approximately 90 µm, sampled every 1.5 µm. Images to validate nIII/nIV expression in a lateral mount were acquired using a 319x319 µm imaging window. Raw image stacks were analyzed using Fiji/ImageJ (Schindelin et al., 2012).

#### Identification of *phox2a* larvae

Prior to experiments, larvae were designated as *phox2a* mutants or sibling (wildtype/heterozygote) controls based on two criteria: gross loss of *Tg(isl1:GFP*) fluorescence in nIII/nIV at 2 dpf, visualized using a SugarCube LED Illuminator (Ushio America, Cypress CA) on a stereomicroscope (Leica Microsystems, Wetzlar, Germany) and absence of a swim bladder at 5 dpf. For anatomical and calcium imaging experiments, allele designations were validated using confocal imaging of nIII/nIV motor neurons: total or near-total loss of nIII/nIV neurons (null), selective loss of IR/MR neurons (heterozygote), or normal expression (wildtype). Designations were confirmed after experiments using genotyping. For RNA sequencing and fluorescent in situ experiments, sibling controls (wildtype/heterozygote) were combined.

#### Birthdating of nIII/nIV motor neurons

Early-born neurons in nIII/nIV were optically tagged using in vivo birthdating (Caron et al., 2008, Greaney et al., 2017, Goldblatt et al., 2023) on *Tg(isl1:Kaede)^ch103^* larvae (Barsh et al., 2017). Briefly, whole embryos were exposed to UV light for five minutes at experimenter-defined timepoints and subsequently raised in darkness to prevent background conversion. At 5 dpf, larvae were imaged on a confocal microscope. Neurons born before the time of photoconversion expressed red, converted Kaede; neurons born after expressed only green, unconverted Kaede.

#### Fluorescent in situ hybridization and imaging

Experiments were performed using Hybridization Chain Reaction (HCR) for whole-mount zebrafish larvae (Choi et al., 2018; Ibarra-García-Padilla et al., 2021). Probes were generated using the HCR 3.0 probe maker (Kuehn et al., 2022) using the sense sequence of the canonical gene cDNA from NCBI. All larvae were from the *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*) background. Larvae were pre-identified as null mutants or siblings (wildtype or heterozygotes) and combined in equal ratios (8–10 larvae per condition, 16–20 larvae total) into a single 5 mL centrifuge tube for fixation and HCR. Larvae were fixed overnight with 4% PFA in PBS at 4 ° C and stored in 100% methanol at –20 ° C. Subsequently, HCR was performed as described in Ibarra-García-Padilla et al., 2021, with adjustments to proteinase K incubation time based on age (2 dpf: 23 min incubation; 3 dpf: 30 min incubation; 5 dpf: 35 min incubation). HCR experiments used buffers and amplifiers from Molecular Instruments (Los Angeles, CA). DAPI staining was performed on some samples at 1:2000 from 5mg/ml stock solution, incubated overnight at 4 ° C. Samples were stored in 1 x PBS at 4 ° C and imaged on a confocal microscope within four days. Prior to imaging, larvae were re-screened for *Tg(isl1:GFP*) fluorescence to identify null mutants and sibling controls. For each probe, imaging parameters were determined using a sibling control and kept constant for all subsequent larvae. Comparable settings (within 1% laser power) were used across probes.

#### Calcium imaging of tonic and impulse tilt stimuli responses

Experiments were performed as described in Goldblatt et al., 2023 using Tilt-In-Place Microscopy (Hamling et al., 2023). All experiments used 5 dpf larvae from the *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS:GCaMP6s*) background. Briefly, larvae were mounted dorsal-up in 2% low-melt agarose in E3 onto a large beam diameter galvanometer system (ThorLabs GVS011). Tonic pitch-tilt stimuli were presented over a 65 s period in the following order: horizontal baseline (5 s at 0°), nose-down tilt (15 s at –19°), horizontal imaging (15 s at 0°), nose-up tilt (15 s at 19°), and horizontal imaging (15 s at 0°). Impulse stimuli contained a 4 ms eccentric rotation, a 2 ms hold, and a 4 ms restoration step to horizontal and were presented twice over a 65 s imaging window: horizontal baseline (20 s), impulse (10 ms), horizontal imaging (30 s), impulse (10 ms), horizontal imaging (15 s). Tonic and impulse stimuli were presented in alternating sets (impulse, then tonic) with a total of three stimulus set repeats.

Imaging was performed using a 20 x water immersion objective (Olympus XLUMPLFLN20xW 20 x/1.0), an infrared laser (SpectraPhysics MaiTai HP) at 920 nm using 6.1–18.8 mW of power at the sample, and ThorLabs LS 3.0 software. Experiments were conducted in the dark. High-resolution anatomy scans of nIII/nIV motor neurons were performed for each experiment to validate allele designations. Scans used a 147x147 µm imaging window, a 90 µm stack sampled every 1.5 µm, and a 5.2 microsecond pixel dwell time. Anatomy scans of the tangential nucleus were acquired using a 148x91 µm imaging window as a 40–50 µm stack sampled every 1 µm. For stimulus imaging, the tangential nucleus was sampled every 3–6 µm based on cell density. 6–10 planes were sampled for each hemisphere. Ventral planes were imaged at higher magnification (112x68 µm imaging window) than dorsal planes (148x91 µm window) to avoid photomultiplier tube saturation from in-frame GFP fluorescence; magnification was corrected for in later analyses. Laser power was adjusted for each sampled plane due to the light scattering properties of zebrafish tissue. As greater power was required for ventral planes, imaging was always performed from ventral to dorsal to minimize photobleaching effects. Stimulus imaging was performed at 3 frames/second (2.2 µs pixel dwell time) with a total time of approximately two hours per fish.

The number of neurons sampled per fish for each genotype are as follows (n=mean/standard deviation per fish; total cells/total fish): (1) Wildtype reference dataset: n=22±14 neurons/fish, N=255/10 total; (2) *phox2a^+/+^*: 33±13 neurons/fish, N=76/5 total; (3) *phox2a^+/-^*: 43±9 neurons/fish, N=109/6 total; (4) *phox2a^-/-^*: 35±14neurons/fish, N=297/16 total.

#### Retrograde photolabeling of tangential nucleus neurons

Experiments were performed as described in Goldblatt et al., 2023 based on Pujala and Koyama, 2019 on 5 dpf larvae from the *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*) background. Briefly, experiments leveraged a photoconvertible protein, Kaede, which irreversibly converts from green to red with ultraviolet light. Larvae were raised in darkness to minimize background conversions. Larvae were mounted dorsal-up in 2% agarose under a confocal microscope. An imaging window was centered over the medial longitudinal fasciculus (MLF) and repeatedly scanned with a 405 nm laser for 30 s until fully converted (green to red). Off-target photoconversion was assessed (e.g. conversion of projections lateral to the MLF). Larvae were unmounted, left to recover in E3 for 4 hr in darkness, and then re-mounted in a lateral mount. An imaging window was centered around the tangential nucleus (see: Confocal Imaging). Retrogradely labeled soma were identified by their center-surround fluorescence appearance: red converted cytoplasm surrounding an unconverted green nucleus.

#### Neuron harvesting, dissociation, and flow cytometry

Experiments were performed on 72–74 hpf larvae from the *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*) background. At 2 dpf, larvae were designated as null or sibling (wildtype/heterozygote) as described above. Three experimenters (D.G., K.R.H., and P.L) harvested neurons in parallel. Larvae were anesthetized in MESAB in Earle’s Balanced Salt Solution with calcium, magnesium, and phenol red (EBSS, Thermo Fisher Scientific 24010043) and mounted dorsal-up in 2% agarose. Fluorescence in tangential nucleus neurons was visualized using a SugarCube LED Illuminator (Ushio America, Cypress CA) using 10 x eyepieces on a stereomicroscope (Leica Microsystems, Wetzlar, Germany). Neurons were harvested using a thin wall glass capillary tube (4 inch, OD 1.0 MM, World Precision Instruments) into EBSS in a non-stick Eppendorf tube and kept on ice until dissociation.

Neurons were dissociated in 20 units/mL of papain prepared in EBSS (Worthington Biochemical), 2000 units/mL of deoxyribonucleic prepared in EBSS (Worthington Biochemical), and 100 mg/mL of Type 1 A Collagenase (Sigma-Aldrich) prepared in Hanks Buffered Salt Solution without calcium/magnesium (HBSS, Thermo Fisher Scientific). Neurons were incubated for 45 minutes at 31.5 °C with a gentle vortex every 10–15 min, then passed through a 20 µm filter and centrifuged for 10 min at 300 x *g*. After removing supernatant, neurons were resuspended in L15 (Thermo Fisher Scientific) with 2% fetal bovine serum (Thermo Fisher Scientific). Cell health was evaluated using DAPI, applied at 0.5 µg/ml (Invitrogen) and incubated on ice for 30–45 min prior to flow cytometry.

Flow cytometry was performed using a Sony SH800z cell sorter (100 µm nozzle, 20 psi) to isolate single neurons (Figure 5—figure supplement 1). Three controls were run: (1) non-fluorescent wildtype neurons, (2) non-fluorescent neurons + DAPI, (3) fluorescent (green) neurons from *Tg(isl1:GFP);Tg(–6.7Tru.Hcrtr2:GAL4-VP16);Tg(UAS-E1b:Kaede*)+DAPI. On average, 2% of neurons were DAPI-positive and excluded. Neurons were evaluated for positive (green) fluorescence. Fluorescence was not evaluated to separate *Tg(UAS-E1b:Kaede*) neurons from those labeled by *Tg(isl1:GFP*). Neurons were sorted into an Eppendorf tube containing 700 µl of lysis buffer (RNAqueous Micro Total RNA Isolation Kit, Thermo Fisher Scientific) for downstream bulk RNA sequencing.

#### Bulk RNA sequencing

RNA isolation was performed using an RNAqueous Micro Total RNA Isolation Kit (Thermo Fisher Scientific). RNA concentration and quality (RIN > 8.0) was evaluated using an RNA 6000 Pico Kit and a 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, California). RNA sequencing was performed by the NYU Genome Technology Center. Libraries were prepared using the low-input Clontech SMART-Seq HT with Nxt HT kit (Takara Bio USA) and sequenced using an Illumina NovaSeq 6000 with an S1 100 Cycle Flow Cell (v1.5).

### Quantification and statistical analysis

#### Cell counting and spatial mapping of nIII/nIV motor neurons

Analysis was performed in Fiji/ImageJ (Schindelin et al., 2012) using the Cell Counter plugin. Anatomical stacks of nIII/nIV were subdivided in the dorsoventral axis as described in Greaney et al., 2017 to facilitate localization. A point ROI was dropped over each neuron in the plane in which the soma was brightest (center). The number of neurons in each dorsoventral plane and their coordinates were recorded. Neuron coordinates were standardized relative to a (0,0) point, defined as one corner of a standard-sized rectangular box centered over the extent of nIII/nIV in a maximum intensity projection. Differences in spatial location across genotypes was evaluated separately for each spatial axis using a two-tailed, two-sample Kolmogorov-Smirnov test. Probability distributions for figures were generated using the mean and standard deviation from bootstrapped data (n=100 iterations) to ensure results were robust to data from single larva.

#### Analysis of calcium imaging experiments

Analysis methods are detailed in Goldblatt et al., 2023 and summarized briefly here. Regions of Interest (ROIs) were drawn around tangential nucleus neurons for each stimulus plane sampled and adjusted for minor movement (1–2 µm) between trials. Raw fluorescence traces were extracted using Matlab R2020b (MathWorks, Natick, Massachusetts) and normalized by ROI size to account for variation in magnification. A neuron’s response to tonic or impulse stimuli was defined as the change in fluorescence in the first second of restoration to horizontal following tilt delivery. Responses were normalized using a baseline period, defined as the mean fluorescence across the initial baseline window (5 s) preceding the nose-down tilt (nose-down response) or the last 3 s of the horizontal restoration following nose-down tilt (nose-up response). This was used to generate a ΔF/F value. A ΔF/F response was defined as significant if it was greater than two standard deviations above baseline. Directional selectivity was assigned by normalizing the difference in ΔF/F responses to each tilt by their sum. This generated a scale of values of ±1 (i.e. positive values represent nose-up selectivity; negative values, nose-down). Some neurons responded to both tilt directions with high similarity; we set a minimum threshold of abs(0.1) to distinguish neurons with a clear directional selectivity from untuned neurons.

#### Spatial mapping of tangential nucleus neurons

Analysis methods are detailed in Goldblatt et al., 2023 and summarized briefly here. All imaged neurons were manually registered to a reference framework using Adobe Illustrator (2021). Anatomy stacks from all experiments were aligned in the XY (rostrocaudal, mediolateral) axes using established anatomical landmarks (e.g. Mauthner cell body, medial longitudinal fasciculus, otic capsule). For Z-registration (dorsoventral axis), stacks were subdivided into eight sections using landmarks within and around the tangential nucleus (e.g. Mauthner cell body, neuropil). All registered images were verified by two independent observers (D.G. and S.H.). Neurons were localized to one dorsoventral section and a reference circle, representing a cell, was placed in Illustrator. Coordinates for each reference circle were recorded and standardized to an absolute (0,0) point (dorsomedial-most point of the tangential nucleus). Coordinates were imported into Matlab (R2020b) and used to generate a spatial map of imaged neurons.

#### Statistical analysis of differences in tilt responses across *phox2a* genotypes

Statistical comparisons of tonic and impulse tilt responses are summarized in Table 1. Analyses used a one-way ANOVA with multiple comparisons. No significant differences (tonic tilt responses) or small differences (impulse responses) were observed across genotypes. Control data reported in Results and Figures 2 and 3 is an aggregate from wildtype, *phox2a^+/+^*, and *phox2a^+/-^*larvae.

#### Alignment, quality control, and differential expression analysis of bulk sequencing data

Initial alignment and analyses were performed by the Applied Bioinformatics Laboratories at the NYU School of Medicine (RRID:SCR_019178). Sequencing data was aligned to the GRCz11 zebrafish reference genome and two fluorescent markers (Kaede, GFP; NCBI). Eight datasets from four experimental repeats were aligned: four from *phox2a* mutants, and four from sibling controls. One experimental repeat had significantly higher variance in the first and second principal components, likely due to poor quality leading to extremely low transcript counts, and was excluded from downstream analyses. 

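In the bulk counts, the libraries of repeat D stood apart from most others. Of the reads listed for each library, 40.5% in siblings and 95.4% in null larvae of repeat D were not aligned, against 11.8% to 16.1% in 5 libraries of repeats A to C and 62.4% in the null library of repeat C. The 50 genes with most reads took 93.2% of the gene reads of the null library of repeat D, against 15.9% to 27.2% in the other 7. Sibling libraries of repeats A to C, thinned to the number of gene reads in the sibling library of repeat D, had reads on 2.67 to 2.93 times as many genes. In a principal component analysis of log2 CPM over all 8 libraries, the first component held 62.6% of the variance and the second 15.5%. Scores on the first component were -361 and -555 for the sibling and null libraries of repeat D and -33.5 for the null library of repeat C, against 173 to 203 for the other 5. With repeat D left out, the first component held 62.5% of the variance and separated the null library of repeat C (-404) from the other 5 libraries (69.0 to 89.1).

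**Figure D4:**
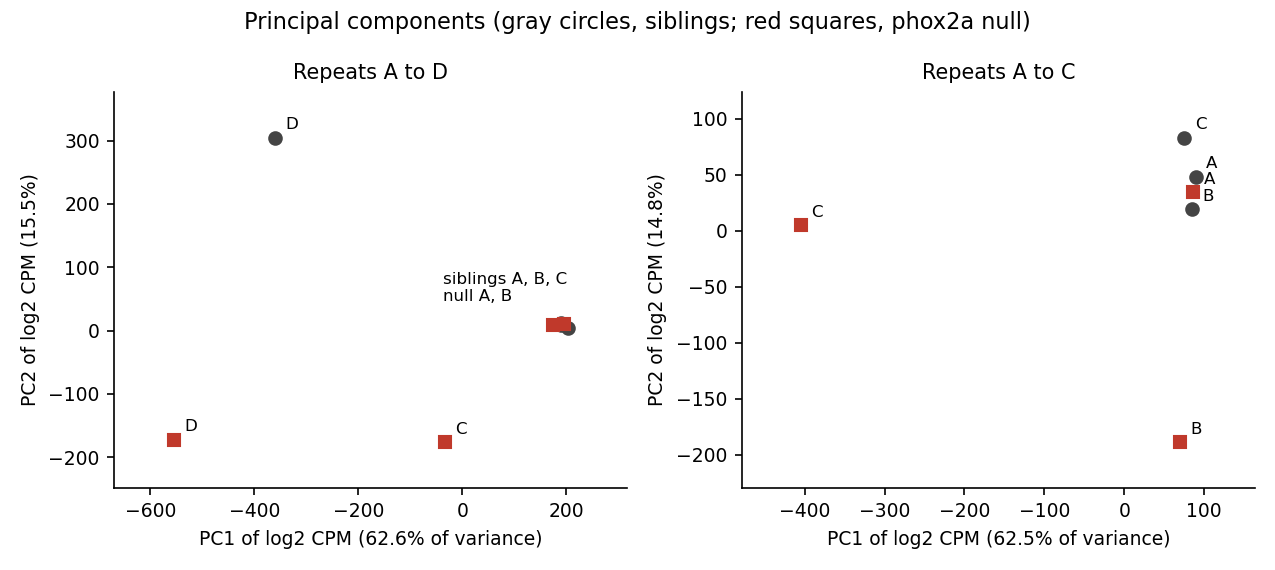
Scores of each sibling (gray circles) and *phox2a* null (red squares) library on the first and second principal components of TMM-normalized log2 CPM, over repeats A to D (left) and A to C (right), with letters giving the repeat. Both libraries of repeat D and the null library of repeat C lie apart on the left, and the null library of repeat C lies apart at -404 on the right.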

Number of cells/larvae sequenced and used in downstream analysis are as follows: Repeat 1, n=532/n=904 cells from N=28/N=28 *phox2a* null/control larvae; Repeat 2, n=802/n=683 cells from N=27/N=26 *phox2a* null/control larvae; Repeat 3, n=1000/n=1007 cells from N=41/N=40 *phox2a* null/control larvae; Repeat 4 (excluded): n=690/n=571 cells from N=33/N=33 *phox2a* null/control larvae Differential gene expression between conditions (*phox2a* mutants vs. sibling controls) was assessed using DESeq2 (Love et al., 2014). Differentially-expressed candidate genes met two criteria: log_2_ fold change >—2— and p adjusted < 0.05.

#### Filtering of bulk sequencing data using a reference single-cell sequencing dataset

Analyses were performed in R. Detection of markers for motor neurons (*isl1, isl2a, isl2b*) (Pfaff et al., 1996; Tokumoto et al., 1995) and neurons caudal (*hoxd4a*) (Prince et al., 1998; Moens and Prince, 2002) and lateral (*barhl2*) (Kinkhabwala et al., 2011) to rhombomeres 4–6 supported that our dataset included other populations. 

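Of the motor neuron markers, *isl1* had 696 ± 354 normalized CPM (SD, n = 3 libraries) in siblings and 420 ± 199 CPM in null larvae, lower in the null library of 3 of 3 repeats with overlapping ranges (two-sided exact permutation test, p = 0.4). *isl2a* had 93.8 ± 66.0 CPM in siblings and 61.0 ± 22.4 CPM in null larvae. *isl2b* had 5.92 ± 1.44 CPM in siblings and 4.62 ± 4.52 CPM in null larvae, with no reads in the null library of repeat A. The caudal marker *hoxd4a* had 43.0 ± 2.75 CPM in siblings and 83.6 ± 59.1 CPM in null larvae. The lateral marker *barhl2* had 120 ± 46.6 CPM in siblings and 148 ± 39.3 CPM in null larvae. After TMM normalization, the direction was not the same in the 3 repeats for *isl2a*, *isl2b*, *hoxd4a* and *barhl2*. Scaled to gene reads alone, *isl2a* was lower in the null library of 3 of 3 repeats. Its level was then 110 ± 77.6 CPM in siblings and 57.3 ± 34.9 CPM in null larvae. With edgeR p-values of the fit without a block adjusted over the 5 genes alone, the lowest was 0.675. With the repeat as a block, the log2 fold change of *isl1* was -0.73 (standard error 0.51, adjusted p = 0.996 over all genes by edgeR), so a fall of *isl1* in null larvae was not excluded. In repeat D, *isl1* had 4487 reads in siblings and 5 in null larvae, and *isl2a* and *isl2b* had none in either. These libraries had 15865368 and 735217 gene reads. After TMM normalization over all 8 libraries, *isl1* had 167 CPM in siblings and 91.6 CPM in null larvae, the latter from 5 reads. The deposited table has no row named for Kaede or GFP.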

We applied a filter to exclude erroneous gene expression from non-tangential nucleus populations.

Filtering was performed using an existing single-cell atlas of neurons labeled in *Tg(–6.7Tru.Hcrtr2:GAL4-VP16);(Tg(UAS-E1b:Kaede*)), generated with 10 x Genomics. The reference atlas was generated from four experimental samples using the harvest, dissociation, and flow cytometry method described above. The sequenced atlas contained 1,468 neurons (Figure 5—figure supplement 2A, B). Data was analyzed using Seurat v4.0 (Hao et al., 2021). Cluster annotation was performed using a combination of fluorescent in situ hybridization as described above (Figure 5—figure supplement 2C–E and other data not shown) and published molecular data of the zebrafish hindbrain (Moens and Prince, 2002). n=159 neurons (11%) were validated as excitatory projection neurons from the tangential nucleus.

Genes in the bulk dataset were only included in downstream analyses if they were expressed above threshold percent of reference projection neurons: 1%, 3%, 5%, 10%, 30%, or 50%. The most stringent filter (50%) was set using the transcription factor *evx2*, which is reported to be expressed in all tangential nucleus neurons (Sugioka et al., 2023) and was detected in 36% of reference projection neurons. Qualitatively, we found that gene detection with fluorescent in situ hybridization scaled with reference filter stringency (Figure 5—figure supplement 3). Analyses were performed separately for each threshold. The total number of genes included for downstream analyses for each threshold are as follows: 28,807 (no threshold), 11,278 (1% of reference neurons), 8,346 (3%), 6,701 (5%), 4,185 (10%), 1,105 (30%), 384 (50%). We used the following significance thresholds for differential gene expression in filtered datasets: adjusted p value < 0.05 and abs(log2FoldChange) > 2. The number of differentially expressed genes for each threshold was as follows: 100 (no threshold), 23 (1% of reference neurons), 6 (3%), 2 (5%), 0 (10%).

Projection neurons in the tangential nucleus lie in close proximity to the medial vestibular nucleus (3–5 µm) to the medial edge of the tangential nucleus and 10–20 µm dorsal to the rostral/dorsal edge of the tangential nucleus. Some MVN neurons express *phox2a* (Figure 5—figure supplement 5). Our reference single-cell atlas isolated a small cluster of *phox2a*-expressing neurons in r5-6 that likely originates from this population. To control for the possibility that some differentially expressed genes are localized to the MVN, and not projection neurons, we also evaluated differential gene expression in the *phox2a*-expressing subset of MVN neurons (n=45 neurons, 3% of reference dataset). Data is shown in Figure 5—figure supplement 5.

#### Generation of representative images for fluorescent in situ hybridization

Images were generated using Fiji/ImageJ (Schindelin et al., 2012). An anatomical template of the tangential nucleus was generated based on Goldblatt et al., 2023. Briefly, for sagittal view images, a 30 µm stack was centered over the tangential nucleus. For each plane, a region of interest (ROI) was drawn over all cells within the bounds of the tangential nucleus. Transcript expression outside the ROI was masked. Maximum intensity projections were generated. Minimal or no alterations to brightness/contrast were made for probe expression given the correlation between fluorescence intensity and detected transcript (Choi et al., 2018).

#### Additional statistics

Bias and variability in probability distributions were estimated by bootstrapping, or resampling the raw distributions with replacement (Efron and Tibshirani, 1986). Data shown is the mean and standard deviation of 100 bootstrapped distributions. Topography data was evaluated using two-tailed, two-way Kolmogorov-Smirnov tests. Functional responses to tilts (i.e. calcium response strength, directionality index) were evaluated using two-tailed Wilcoxon rank sum tests. Differences in responses across genotypes were analyzed using one-way ANOVA tests.

## Data Availability

All data and code are deposited at the Open Science Framework and are publicly available at https://doi.org/10.17605/OSF.IO/93V6E. Sequencing data has been deposited in GEO under accession codes GSE254346 and GSE254345. The following datasets were generated: GoldblattD RostiB HamlingKR LearyP PanchalH LiM GelnawH HuangS QuainooC SchoppikD 2024Effect of phox2a knockout on the molecular profiles of hindbrain vestibular neurons in the larval zebrafish (bulk RNA-Seq)NCBI Gene Expression OmnibusGSE254345 GoldblattD HamlingKR LearyP LiM PanchalH GelnawH HuangS SchoppikD 2024Molecular characterization of hindbrain vestibular neurons in the larval zebrafish (scRNA-Seq)NCBI Gene Expression OmnibusGSE254346

# Supplementary material for: Motor neurons are dispensable for the assembly of a sensorimotor circuit for gaze stabilization
**Source:** eLife. 2024 Nov 20;13:RP96893. doi: 10.7554/eLife.96893
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and Methods; subsection “Resource Availability” |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key Resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Key Resources Table |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resources Table and Methods (subsection: Experimental Model and Subject Details, Transgenic Lines) |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Methods (subsection: Method Details) |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation | Methods (subsection: Method Details; subsection: Quantification and Statistical Analysis) and Results where appropriate |  |
| Blinding |  | N/A |
| Inclusion/exclusion criteria | Methods (subsection: Method Details; subsection: Quantification and Statistical Analysis) and Results where appropriate |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods (subsection: Methods Details) and Results where appropriate |  |
| Define whether data describe technical or biological replicates. | Methods (subsection: Methods Details) and Results where appropriate |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods (subsection: Experimental Model and Subject Details, Fish Care) |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Methods (subsection: Method Details; subsection: Quantification and Statistical Analysis) |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods (subsection: Quantification and Statistical Analysis) |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods (subsection: Resource Availability) and Key Resources Table |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods (subsection: Resource Availability) and Key Resources Table |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Methods (subsection: Resource Availability) and Key Resources Table |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods (subsection: Resource Availability) and Key Resources Table |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Methods (subsection: Resource Availability) and Key Resources Table |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Methods (subsection: Resource Availability) and Key Resources Table |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

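Bulk RNA sequencing of sorted hindbrain neurons was analyzed in 8 libraries, 1 for siblings and 1 for *phox2a* null larvae in each of 4 experimental repeats at 72 to 74 hpf. No other experiment of the paper was analyzed, and the single-cell atlas that the paper used to filter genes was not used here. Sample labels give the genotype and a replicate number, and the paper numbers its repeats in the same way, but the deposited columns carry a run code. The repeats were therefore lettered A to D in the order of the run codes. Repeat D was taken as the excluded repeat because leaving it out brought 30 of 34 log2 fold changes of Tables 3 and 6 within rounding, and leaving out none, A, B or C brought 4, 3, 0 and 0.

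The authors deposited a table of counts, whole reads per gene and library, made by alignment to GRCz11 with added Kaede and GFP sequences. The paper's text does not name the aligner or the counting program. They also deposited a table of normalized signal, in which each count is divided by 1 size factor per library. That factor equals DESeq2's size factor over all 8 libraries and all 28807 rows, 5 of which name no gene. Those 5 rows held 41.2% to 98.1% of the listed reads of a library and stayed out of library sizes and tests. Gene names were used as the table gives them.

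Reads assigned to genes ranged from 735217 to 19968857 per library. Counts-per-million (CPM) were taken over gene reads, and normalized CPM after TMM factors. The TMM factor of the null library of repeat C was 0.518. A fold against libraries that all had 3 reads or fewer was computed against 3 reads and is given as a lower bound.

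Genotypes were compared over repeats A to C, 3 libraries against 3, with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment. Calls needed an adjusted p under 0.05 and an absolute log2 fold change over 2. Alternatives were DESeq2 1.42.0 with default settings (the paper's tool, its version not named in the paper's text), RLE size factors, no filter, a filter of 10 reads in every library, robust fitting, the repeat as a block, all 4 repeats, and leaving out each library in turn. Adjusted p-values that DESeq2 gave as missing stayed missing. Standard errors of edgeR log2 fold changes were derived from the coefficient and its F statistic. Genes with reads in one genotype only needed at least 10 reads in sum and at least 1 in each library of that genotype. Gene lists were tested with fry of limma 3.58.1 on the edgeR fit over lists with at least 3 genes kept, with camera at a preset correlation as an alternative. The lists, written before the counts were examined, covered presynaptic genes, motor neurons, the medial vestibular nucleus, the caudal and lateral hindbrain, glia, erythroid cells, skin, muscle, microglia and macrophages, the cell cycle, hair cells and the otic vesicle, cartilage and connective tissue, dissociation stress and neurons. Several of their genes, such as those for neurons and presynaptic proteins, are expressed by the sorted neurons themselves. Distances between libraries were compared by exact permutation on log2 CPM with a prior count of 2. R 4.3.3 and Python 3.11.15 were used.

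The genes named are those that the paper names for its bulk data in its text, tables and legends, its marker genes, *phox2a*, and the presynaptic genes of Figure 4E. The presynaptic gene *sypb*, which the paper does not name, was included with these. No gene passed both thresholds in the edgeR test, so none was added from the calls.

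Whether the repeats pair the libraries was checked by the correlation of deviations from the genotype means over 14824 genes, which was 0.027 in repeat A, 0.082 in repeat B and 0.050 in repeat C. The pairing was taken from the paper, which collected both genotypes in each repeat. The fits were tested on simulated data with the means and library sizes of the 6 libraries and 200 changed genes, all with a mean over 5 CPM, among 14824. In simulated lists, fry gave the changed list an adjusted p of 1.0e-05 at a dispersion of 0.1 and a log2 change of -3, and 0.17 at a dispersion of 0.3 and a log2 change of -1.5, and called 0 of 20 unchanged lists in both.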

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

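Library measures, marker list levels and the named genes were compared within each genotype over the 4 repeats, and a library was taken up where its gap to the nearest other library was nearly the whole range of the 4. Of 84 groups of 4 libraries tested, 13 had such a library, against 4.2 that chance gives. They were not independent, since 6 lay on the sibling library of repeat D, 2 on the null library of repeat D and 4 on the null library of repeat C. The tests below were written down before their own results were computed, after the depth of each library was known, and no test here was chosen after its result was seen.

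The sibling library of repeat D had reads on 6211 genes, against 16675 to 18409 in the other sibling libraries, and 40.5% of its reads were not aligned, against 11.8% to 14.4%. Its CPM was 0 for *satb1a* (30.2 to 34.1 in the others), 1.76 for *hoxd4a* (48.4 to 52.7), 31.01 for *pou4f1* (7.88 to 11.0) and 220 for *htt* (44.7 to 60.8). Lower depth argues against itself as the cause of the missing genes, because the sibling libraries of repeats A to C thinned to its reads had at least 2.67 times as many genes. The remaining technical explanations, such as degraded or scarce RNA in this repeat, and any difference between the larvae of the repeats stay open and were not tested in this library. The paper reports a limit on RNA quality before sequencing, but gives no value per library. The paper left out 1 repeat for its higher variance in the first and second principal components.

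The null library of repeat D had 93.2% of its gene reads in its 50 highest genes, against 18.1% to 27.2% in the other null libraries, and the neuron list summed to 3271 CPM, against 26183 to 30537 CPM. With 735217 gene reads and 95.4% of its reads not aligned, no biological explanation was tested in it.

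The null library of repeat C, which the paper kept, had 4.91 CPM of *itga9* (0 in the other null libraries), 152 CPM of *p4hb* (0 to 23.1), 1137 CPM of *sypa* (1.36 to 134) and 4477 CPM of skin genes in sum (2.11 to 139). It had reads on 11087 genes. Lower depth is argued against, since the other 5 libraries of repeats A to C thinned to its number of gene reads had at least 1.46 times as many genes. So are a few genes taking most of the counts, since the ratio outside the 100 highest genes of each library was also at least 1.46. Cells of another type as the cause of the missing genes are argued against by marker lists, of which none exceeded its highest level in the other 5 libraries by more than 1.28 times, and by the sibling library of repeat A, which had 3791 CPM of skin genes and reads on 18409 genes. Fewer starting molecules may be a cause. Of genes at 10 to 30 CPM in the other libraries, 36.7% had no reads in this library, against 0.942% to 6.26% in each of the other 5, and the share fell to 0.369% at 300 CPM or more. Loss of transcripts before amplification and a real difference of these null larvae from those of repeats A and B cannot both be weighed from 1 library, and the latter was not tested.

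The null library of repeat A had 143 CPM of hair cell and otic genes in sum, against 0 to 21.0 CPM in the other null libraries. The sibling libraries of repeats A to C had 17.8 to 45.2 CPM. No explanation was tested for it.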

How the results depend on the processing

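The alternatives were set before the data were examined, except for those that follow, which were chosen after seeing the data. They were leaving out libraries with DESeq2, with one-group counts and with distances, and the blocked fits over all 4 repeats. The splits for DESeq2 calls and for unadjusted edgeR p-values were also among them. So was the ranking of Table 4 genes by the deposited normalized signal over all 4 repeats. The edgeR fit called 0 genes, 0 higher and 0 lower, with RLE size factors, no filter, 10 reads in every library, robust fitting, the replicate block, and each library left out. At an unadjusted p under 0.05 there were 592, 1228, 407, 450 and 101 genes in the first 5 of these, and 281 to 1404 in the fits that left out a library, most without the null library of repeat A.

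Over all 4 repeats, edgeR called 40 genes (39 higher, 1 lower, 40 at an adjusted p under 0.05), and 0 with the repeats also as a block. DESeq2 called 129 (64 higher, 65 lower), 289 with the replicate block (97 higher, 192 lower), 119 over all 4 repeats (117 higher, 2 lower), and 195 over all 4 repeats with the block (103 higher, 92 lower). Across the fits that left out 1 library, by edgeR or DESeq2, called genes ranged from 0 to 983, higher genes from 0 to 368, lower genes from 0 to 615 and genes at an adjusted p under 0.05 from 0 to 983. The lowest count by DESeq2 was 228, without the sibling library of repeat C, and the highest was 983, without the null library of repeat A. The simulated data give 1 possible reason for the gap between the tools. At each gene's dispersion estimated from the real libraries, DESeq2 called 119 of 14624 unchanged genes and edgeR called 0. The simulation gave all 6 libraries the same dispersion and left out the sparser genes that DESeq2 tested in the data. It therefore does not give the share of false calls in the data. At that spread edgeR recovered 0 of 200 genes changed by a log2 of 3, so a count of 0 does not exclude changes of that size.

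Of the 10 splits of the 6 libraries, 4 gave at least as many DESeq2 calls, 6 gave at least the 477 genes at an unadjusted p under 0.05 by edgeR, 6 gave at least as many one-group genes, and 1, the split by genotype, gave 1 marker list or more. With 10 splits the share is never under 0.1. Only 4 of the 10 part the libraries of every repeat, and among these the split by genotype was the largest for each of the 4 results. The next of the 4 gave 85 DESeq2 calls, 462 genes at an unadjusted p under 0.05 and 153 one-group genes. The other 6 splits keep both libraries of 1 repeat together. Over all 4 repeats, 23 of 35 splits gave at least the 40 edgeR calls, and the 8 that part every repeat gave 40 to 56, so the 40 calls may be no more than the grouping of uneven libraries.

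One-group genes numbered 188, 149 with at least 30 reads, 266 with at most 1 read in the other genotype, 9 over all 4 repeats, and 300 to 823 with 1 library left out, the last because fewer libraries need to be empty or filled. The separation of genotypes was 5.89, -27.1 over all 4 repeats, and -44.6 to 93.0 with 1 library left out, turning negative without any 1 of the sibling libraries. The number of marker lists at an adjusted p under 0.05 was 1 and was 0 with the replicate block, 0 over all 4 repeats, and 0 to 1 with 1 library left out. The presynaptic list's median log2 fold change of 0.28 ranged from -0.30, without the null library of repeat C, to 0.43. Table 4 genes among the top 50 stayed within 39 to 42. Except where a cause is given, the cause was not tested.

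Of 23 genes with an edgeR value, 16 kept their direction in every fit. The direction turned for *evx2* (0.32) by DESeq2 over all 4 repeats (-0.028, and -0.42 with the block) and by edgeR over all 4 repeats with the block (-0.43). It turned for *isl2a* (-0.62) by DESeq2 over all 4 repeats with the block (0.62), with -1.11 to 0.068 leaving out 1 library, and for *isl2b* (-0.35) by DESeq2 over all 4 repeats (0.21), with -1.33 to 0.40 leaving out 1 library. *chrna2b* (-0.24) turned by DESeq2 over all 4 repeats with the block (0.27), with -0.90 to 0.28 leaving out 1 library. *sv2a* (1.56) turned over all 4 repeats with the block (-0.19 by DESeq2, -0.21 by edgeR), with -0.24 to 2.36 leaving out 1 library. *sypb* (-0.03) was 0.17 with RLE size factors, 0.060 with the edgeR replicate block, 0.17 by DESeq2, 0.19 by DESeq2 with the replicate block, 0.26 and 0.18 over all 4 repeats with the block by DESeq2 and edgeR, and -0.43 to 0.67 leaving out 1 library. *syn1* (0.05) was -0.037 with no filter, -0.12 with 10 reads in every library, -0.017 with the edgeR replicate block, -0.45 over all 4 repeats, -0.59 by DESeq2 over all 4 repeats, -0.81 with the block by both tools, and -0.52 to 0.58 leaving out 1 library. Other alternatives made 8 genes pass both thresholds that edgeR did not call, 6 of them by DESeq2. The replicate block changed no call of edgeR.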

Differences from the paper's values

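The paper states 100 differentially expressed genes in the unfiltered data, and edgeR called 0. Of the alternatives set before the data were examined, DESeq2 (129 genes) and DESeq2 over all 4 repeats (119) came within 1.5 times of the paper's number, and none of the other 13 did. The paper's plot of genes by threshold shows about 65 upregulated and about 65 downregulated genes (Figure 5—figure supplement 4C, read by eye), against 0 and 0 by edgeR and 64 and 65 by DESeq2. DESeq2 with the replicate block also came within 1.5 times for upregulated genes (97). None of the other alternatives did for either direction.

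The paper's adjusted p-values in the legends of Figure 5 and its supplement were lower than those of edgeR, which were 1.00 for each of these genes. The paper's values are 0.024 for *twf1b*, 0.04 for *p4hb*, 0.06 for *mapk6*, 1.1e-05 for *rxfp2a*, 0.001 for *satb1a*, 0.44 for *myt1la*, 1.6e-04 for *slc22a7a* and 0.001 for *bckdhbl*. DESeq2 came within 1.5 times of the paper's value for all 8. DESeq2 with the replicate block did so for *mapk6*, and the edgeR fits over all 4 repeats and without the null library of repeat A did so for *myt1la*. No other alternative set before the data were examined did.

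Of 25 log2 fold changes in Tables 3 and 6 and the legends that edgeR could test, 24 lay within the standard error of the paper's value, and with DESeq2 24 were within rounding of it. The exception was *tsta3* in Table 3, whose log2 decrease was 0.16 against the paper's 6.6, and none of the alternatives closed the gap. A second row of the table, named TSTA3 (1 of many), had -6.64 by DESeq2, chosen after seeing the values.

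In Table 5, edgeR values differed from the paper's for 11 of 30 genes tested. The paper's value for *zfand1* is 9.0, against 0.28, and no alternative closed this gap. The values that follow are log2 decreases in null larvae, and an alternative is named where its own value lay within its own standard error of the paper's. The paper gives 8.6 for *satb1a* (against 3.09), 8.3 for *znf975* (against 5.09) and 9.2 for *phldb1a* (against 5.92), and no alternative closed these gaps. The paper gives 6.6 for *rxfp2a* (against 8.67), which lay within the standard error with no filter, with the edgeR replicate block and by DESeq2 over all 4 repeats. The paper gives 6.8 for *bmp4* (against 9.90), within the standard error with no filter, the edgeR replicate block and DESeq2 in its 3 planned forms, although DESeq2 itself gave 8.58 (standard error 1.93). The paper gives 7.9 for *cyldb* (against 10.85) and 8.2 for *si:ch73-204p21.2* (against 11.26), both within the standard error with the edgeR replicate block and DESeq2 in its 3 planned forms, although DESeq2 gave 9.52 (standard error 1.79) for *cyldb* and 9.93 (standard error 1.96) for *si:ch73-204p21.2*. The paper gives 3.0 for *anxa2a* (against 10.16), 5.0 for *pon2* (against 10.98) and 5.8 for *and2* (against 11.58), within the standard error only by DESeq2 over all 4 repeats. No other alternative set before the data were examined came within its standard error for any of these genes. The 26 downregulated genes of Table 5 stand in the order of their fitted DESeq2 log2 fold change in repeats A to C, and all 26 of the listed values were found among these 26 genes, but only 1 beside its own name. TSTA3 was read from the row named above for this count, which was made after seeing the values. The names and values of these downregulated genes thus appear to be listed in different orders. The gaps given above for downregulated genes of Table 5 then compare a gene with the value of another. The alternatives that came within the standard error for these genes are no evidence for those alternatives.

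The paper lists *myof* as upregulated with a negative log2 fold change, and DESeq2 gave 8.32, while edgeR did not test it. Genes that Table 5 lists with a log2 fold change over 20 were too sparse for the edgeR test, and DESeq2 gave *itga9* 22.25. The paper lists *ints5* first among the highest-expressed genes of siblings, and it ranked 12886 by mean CPM in repeats A to C. No read was counted on *arsj* in repeats A to C. The paper's legend of Figure 5—figure supplement 4 and Table 5 give different values for *bckdhbl*, and edgeR gave -10.38. The names *myo7ba* and *tofb* of Table 5 had no row in the deposited counts. The paper gives 9.1 for *tofb*, and DESeq2 gave 9.08 (adjusted p = 1.4e-05) for the gene named *otofb*. The paper gives 9.8 for *myo7ba*, and DESeq2 gave 9.76 (adjusted p = 1.0e-04) for *si:ch73-194h10.2*. Both genes were chosen after seeing the values.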

Other observations

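The tests on DESeq2 calls by library and the look at *phox2a* reads were chosen after the calls and counts were seen, and the test of neighboring genes before its result was seen. Genes with a DESeq2 log2 fold change over 20 may owe it to the reads of a single library, since all 12 had reads in 1 of the 6 libraries of repeats A to C only. Without the null library of repeat C, DESeq2 still called 21 of the 64 genes higher in null larvae, so its reads are not the cause for these. The other 43 lost their call, and for 20 of the 64 genes over 90% of the null level lay in that library, 8 of them with a log2 fold change under 20. Of the 43, 12 are the genes with no reads outside that library, which lose their call with its reads. For the other 31, the reads of that library and the smaller number of libraries cannot be told apart as the reason, although leaving out any 1 of the other libraries kept 32 to 52 of the 64 calls. Missing transcripts in that library do not account for the genes called lower as a set, of which 61 of 65 were still called without it. Whether the remaining genes differ with genotype or with the spread between libraries stays open, since 4 of the 10 splits of the libraries gave as many calls.

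Variation linked to the *phox2a* locus was tested as a cause of the DESeq2 calls. Of the 69 genes tested among the nearest annotated neighbors of *phox2a*, up to 100 on each side, 1 was called, against 104 of 12831 other genes (one-sided Fisher's exact test, p = 0.43). Of the 129 calls, 105 had a place in the annotation and the others were left out of this test. The reads of *phox2a* in null larvae, 119 CPM on average in repeats A to C, cannot be told apart from reads of sibling larvae among the null larvae, because counts per gene do not separate the transcripts of the alleles.

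The genes induced by dissociation were lower in null larvae in the 3 repeats together, but a single split in 10 is the smallest share the design allows, and the adjusted p was 0.11 with the replicate block. A difference in dissociation or sorting between genotypes was not tested.

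The paper examined *sypa*, *sv2* and *syn1* by in situ hybridization at another age, and these presynaptic genes were also counted in these libraries. For *sv2*, the genes *sv2a*, *sv2ba* and *sv2bb* were read. The gene *sypb*, which the paper does not name, was counted with them. *sypa* had 107 ± 28.3 CPM (SD, n = 3 libraries) in siblings and 807 ± 1202 CPM in null larvae, with a log2 fold change of 2.92 that fell to 0.07 without the null library of repeat C. *sv2a* had 303 ± 85.7 CPM in siblings and 892 ± 1100 CPM in null larvae, *sv2bb* 97.4 ± 41.4 and 50.3 ± 36.1 CPM, *sypb* 577 ± 347 and 564 ± 266 CPM, and *syn1* 231 ± 83.3 and 238 ± 133 CPM. *sv2ba* had 1 read in 1 null library. *htt* had 44.4 ± 5.79 CPM in siblings and 13.8 ± 9.88 CPM in null larvae, lower in the null library of 3 of 3 repeats, with a log2 fold change of -1.68 (standard error 0.90, adjusted p = 1.00 by edgeR). *agrp*, listed in Table 5, had no reads in siblings and 2779, 2064 and 0 reads in the null libraries of repeats A, B and C.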
